# Genomic insights into the evolutionary history and diversification of bulb traits in garlic

**DOI:** 10.1186/s13059-022-02756-1

**Published:** 2022-09-07

**Authors:** Ningyang Li, Xueyu Zhang, Xiudong Sun, Siyuan Zhu, Yi Cheng, Meng Liu, Song Gao, Jiangjiang Zhang, Yanzhou Wang, Xiai Yang, Jianrong Chen, Fu Li, Qiaoyun He, Zheng Zeng, Xiaoge Yuan, Zhiman Zhou, Longchuan Ma, Taotao Wang, Xiang Li, Hanqiang Liu, Yupeng Pan, Mengyan Zhou, Chunsheng Gao, Gang Zhou, Zhenlin Han, Shiqi Liu, Jianguang Su, Zhihui Cheng, Shilin Tian, Touming Liu

## Abstract

**Background:**

Garlic is an entirely sterile crop with important value as a vegetable, condiment, and medicine. However, the evolutionary history of garlic remains largely unknown.

**Results:**

Here we report a comprehensive map of garlic genomic variation, consisting of amazingly 129.4 million variations. Evolutionary analysis indicates that the garlic population diverged at least 100,000 years ago, and the two groups cultivated in China were domesticated from two independent routes. Consequently, 15.0 and 17.5% of genes underwent an expression change in two cultivated groups, causing a reshaping of their transcriptomic architecture. Furthermore, we find independent domestication leads to few overlaps of deleterious substitutions in these two groups due to separate accumulation and selection-based removal. By analysis of selective sweeps, genome-wide trait associations and associated transcriptomic analysis, we uncover differential selections for the bulb traits in these two garlic groups during their domestication.

**Conclusions:**

This study provides valuable resources for garlic genomics-based breeding, and comprehensive insights into the evolutionary history of this clonal-propagated crop.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02756-1.

## Background

Garlic (*Allium sativum*) contains rich compound of S-alk(en)yl-L-cysteine sulfoxides that confer a unique flavor and medicinal effect and is grown worldwide in all temperate to subtropical area as an important vegetable, spice, and medicinal crop, with an annual production of approximately 28.2 million tons (Data from FAO; http://faostat.fao.org/). Garlic has been cultivated and widely used since prehistoric times when the historical traces fade away and cannot be followed either to a wild ancestor or even to the exact area of domestication [1]. Currently, garlic is proposed to originate in some regions of the Mediterranean and Central and West Asian, and to be domesticated from the wild *Allium longicuspis* [2]. However, the wild species *Allium tuncelianum* from Turkish showed a remarkable similarity to garlic and is considered as another candidate for the wild ancestor of garlic [3]. Unlike the case of the seed-bearing crops, garlic sterility has led to a much more restricted morphological and genetic variation in garlic, irrespective of the large area where it is in cultivation. Although genetic diversity in garlic has been frequently studied using morphological, physiological, isozyme, and molecular makers [2, 4–7], an exact population structure remains largely unknown, which limits the insights into evolutionary history of this *Allium* crop. Currently, the proposal about the infraspecific classification of garlic with four major groups and one subgroup is widely accept, in which the longicuspis group is presumably the basal group in the origination of cultivated garlic [7].

Comprehensive genomic variation maps are a powerful tool for the genetic diversity analysis and have been widely used for exploring the evolutionary history in scores of crops [8–10]. Although garlic is diploid species with only eight chromosome pairs, garlic nuclear genome is dramatically complex, with a huge size (16.9 Gb) and large ratio of repetitive sequences (91.3%). A recent study sequenced the garlic genome and addressed these challenges comprehensively with a repertoire of five advanced sequencing methodologies leading them to an assembly with a high degree of completeness [11], which provides a basis for detecting the genomic variations and exploring its evolutionary history. In this study, we first sequenced 230 garlic accessions to infer the population structure by genotype-by-sequencing (GBS) technology, and then explored the evolutionary history by genome-wide resequencing 84 accessions from three main garlic groups.

## Results

### Population structure

A total of 233 diverse germplasms collected from 17 countries, including 230 garlic accessions and addition three accessions of *Allium ampeloprosum* that is a close related species of garlic [12], were used in this study (Fig. 1a, Additional file 1: Table S1). Sequencing of these 233 accessions using the genotyping-by-sequencing (GBS) technology generated a total of 2,036,304 SNPs (Additional file 1: Table S2). Interestingly, average 84.3% reads from *Allium ampeloprosum* accessions could be aligned into the garlic genome, covering 4.9% garlic genome, with a ~15.6-fold coverage depth, which indicated that there was a close phylogenetic relationship between garlic and *Allium ampeloprosum*.

**Fig. 1:**
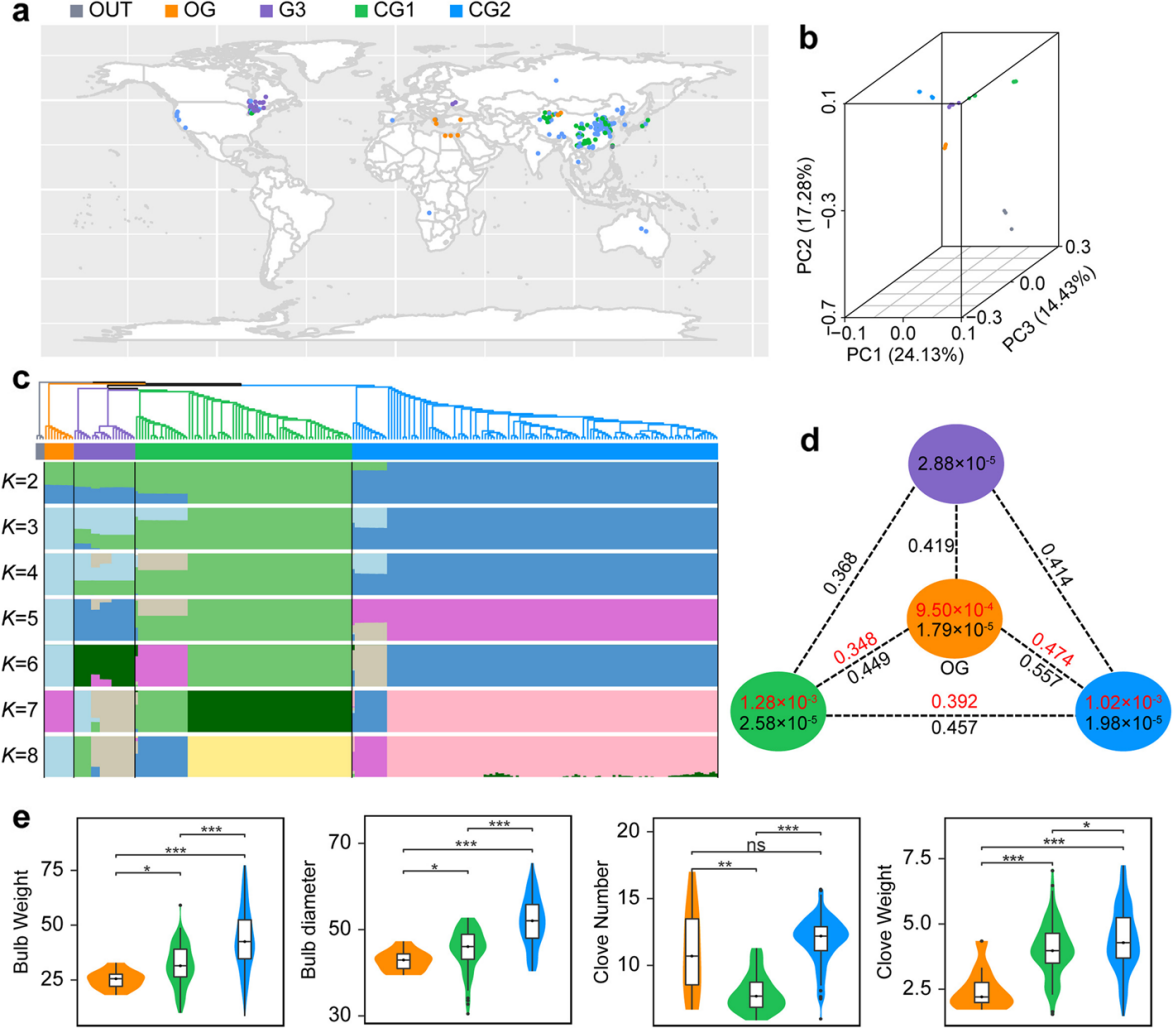
Geographic distribution, population structure, and genetic diversity of garlic accessions. **a** Geographic distribution of 230 garlic accessions, which are represented by dots on the world map. **b** Principal components (PC) analysis plots of the first three components of 230 accessions. **c** Phylogenetic tree and model-based clustering analysis of 230 accessions. The rooted tree constructed using neighbor-joining method. Model-based clustering analysis with different cluster numbers (*k* = 2–8). The *y*-axis quantifies cluster membership, and the *x*-axis lists the different accessions. The orders and positions of these accessions on the *x*-axis are consistent with those presented in the neighbor-joining tree. Three *Allium ampeloprosum* accessions were used as the outgroup species. **d** Nucleotide diversity (*π*) and population divergence (*F*_ST_) across the four groups. The value in each circle represents an estimation of nucleotide diversity for each group, and values on each line indicate pairwise population divergence between groups. Value in black or red indicates that it was estimated using the SNPs from genotyping-by-sequencing and whole-genome resequencing. **e** Comparison of the trait value in the origin group (OG) and two cultivated groups of East Asia, CG1 and CG2 for four bulb traits. ns indicates no significant difference, and *, **, *** indicates the significance at the level of 0.05, 0.01, and 0.001, respectively

We then inferred the population structure by the neighbor joining (NJ) tree, Bayesian clustering, and principal component analyses (PCA) using these SNPs, and three accessions of *Allium ampeloprosum* were used as the outgroup species. Our result indicated four main groups in the garlic population (Fig. 1b, c). Ten garlic accessions together with three *Allium ampeloprosum* accessions were located into a monophyletic clade at the root of tree, and most accessions were collected from the Central Asian regions which were deemed to be the origin center of garlic [7], suggesting that these ten accessions were nearer to wild species in the phylogenetic relationship than the others, and this group was designated as origin group (OG). Two main groups, most of which were the cultivars collected from China, were identified as two monophyletic clades, consisting of 74 and 125 accessions, and were defined as cultivated group 1 (CG1) and cultivated group 2 (CG2). Additionally, 21 accessions were assigned into the remaining G3 group (Fig. 1c), and all of them were the cultivars collected from Canada and Ukraine.

### Genomic variation map

Two main cultivated groups of China, CG1 and CG2, were focused on for further analysis. We explored the variations pattern in garlic genome by resequencing 84 core accessions, including all 10 OG accessions, 35 and 39 accessions from CG1 and CG2. A total of 13.51 Tb sequencing data was yielded and mapped to the garlic reference genome (PRJNA606385 in NCBI [13]), resulting in an average alignment rate of 99.05% with an average depth of 9.36-fold (Additional file 1: Table S3). Approximately 99.24% of mapped reads showed a match length of ≥ 100 bp (Additional file 2: Fig. S1). We identified 129,409,768 variants in garlic genome, including 120,857,927 SNPs and 8,551,841 small insertions or deletions (indels; ≤5 bp), with an average of 8.0 variants per kilobase in genome (Additional file 1: Tables S4 and S5; Additional file 2: Fig. S2). There were 3,102,210 SNPs (2.57%) and 224,019 (2.62%) indels located in the coding regions, of which 211,213 nonsynonymous SNPs and 7083 frameshift indels led potentially to important changes in protein sequences. These variants represent the first genome-wide variations on a large scale in garlic, and it provides a valuable resource for the studies of biology and breeding in this economically important crop.

### Population diversity and differentiation

To investigate the genetic diversity of population, we estimated the nucleotide diversity of 230 GBS-sequenced accessions and revealed a relatively low genetic diversity in four identified subpopulations, ranging from 1.79 × 10^−5^ to 2.88 × 10^−5^ (Fig. 1d). Investigation of genomic divergency among four subpopulations by estimating the pairwise genome-wide fixation index (*F*_ST_) value revealed a high *F*_ST_ value among them (>0.368; Fig. 1d). We also estimated the nucleotide diversity and genomic divergency in 84 resequenced accessions based on the genome-wide SNPs, and identified a nucleotide diversity of 9.50 × 10^−4^ (OG), 1.28 × 10^−3^ (CG1), 1.02 × 10^−3^ (CG2), respectively. Although the *F*_ST_ value observed in 84 accessions was slightly smaller than those estimated by GBS SNPs, it remained more than 0.348 (Fig. 1d), especially that between OG and CG2 (0.474), which was similar to that of two rice subspecies, *indica* and *japonica* (0.55) [14]. This result indicated a large genomic divergence among the groups of OG, CG1, and CG2. Additionally, dramatically large diversity of bulb traits was observed in garlic population. For example, among 230 accessions, the variation range of clove weight was from 0.57 to 7.27 g, with an average weight of 4.09 g, whereas the clove number ranged from 5.0 to 17.0, with average 10.4 cloves (Additional file 1: Table S1). Notably, significant difference of bulb traits could be observed among three garlic groups (Fig. 1e; Additional file 2: Fig. S3). That is, average 8.14 cloves were produced by accessions of CG1, while this number in OG and CG2 reached 11.05 and 11.88, respectively; for the clove weight, significant increase was observed in both two cultivated groups (~4.03 and ~4.40 g, respectively) comparing with the OG group (~2.49 g).

### Independent domestication of cultivated CG1 and CG2

We explored the demographic history by estimating historical effective population size (*N*e), revealing that three garlic groups diverged in at least 500,000 years before present (YBP; Fig. 2a). Furthermore, the CG2 population rapidly expanded in ~40,000 YBP, and then, three populations underwent one demographic bottleneck in ~10,000–15,000 YBP, which coincided with the Younger Dryas event, a millennial-scale cold snaps of glacial time (~12,000 years ago) [15]. The demographic bottleneck around 10,000–15,000 YBP was further observed in the estimation of four populations, including these three whole-genome resequenced populations and G3, using GBS SNPs (Additional file 2: Fig. S4). Interestingly, we observed three populations which showed different sizes in their bottleneck period, and the populational scale increased from three different periods, i.e., CG1 expanded earlier than OG, whereas CG2 size increased in ~7000 YBP, which was later than that of OG (Fig. 2a). This analysis indicated a different evolutionary history among three garlic subpopulations, and it provided an evidence for supporting the conclusion that three garlic subpopulations diverged prior to the Younger Dryas event. Humans have a history of crop domestication with ~10,000 years [16], and the records about garlic in Sumerian and Akkadian cuneiform texts date back approximately to 2600 BC [17], and the earliest plant remains from Egypt were discovered in the tomb of Tutankhamun from 1337 BC [18]. Thus, our result suggested that the split of two cultivated groups, CG1 and CG2, was prior to the domestication of garlic. Cultivated garlic is sterile, which causes a reproductive isolation among garlic individuals; therefore, we proposed that, after CG1 and CG2 splitting as two groups, they were domesticated from two independent routes. Additionally, we have not observed gene flows between CG1 and CG2 from the estimation of D-statistic [19] based on the GBS SNPs (Fig. 2b), which further supported this proposal about the independent domestication event.

**Fig. 2:**
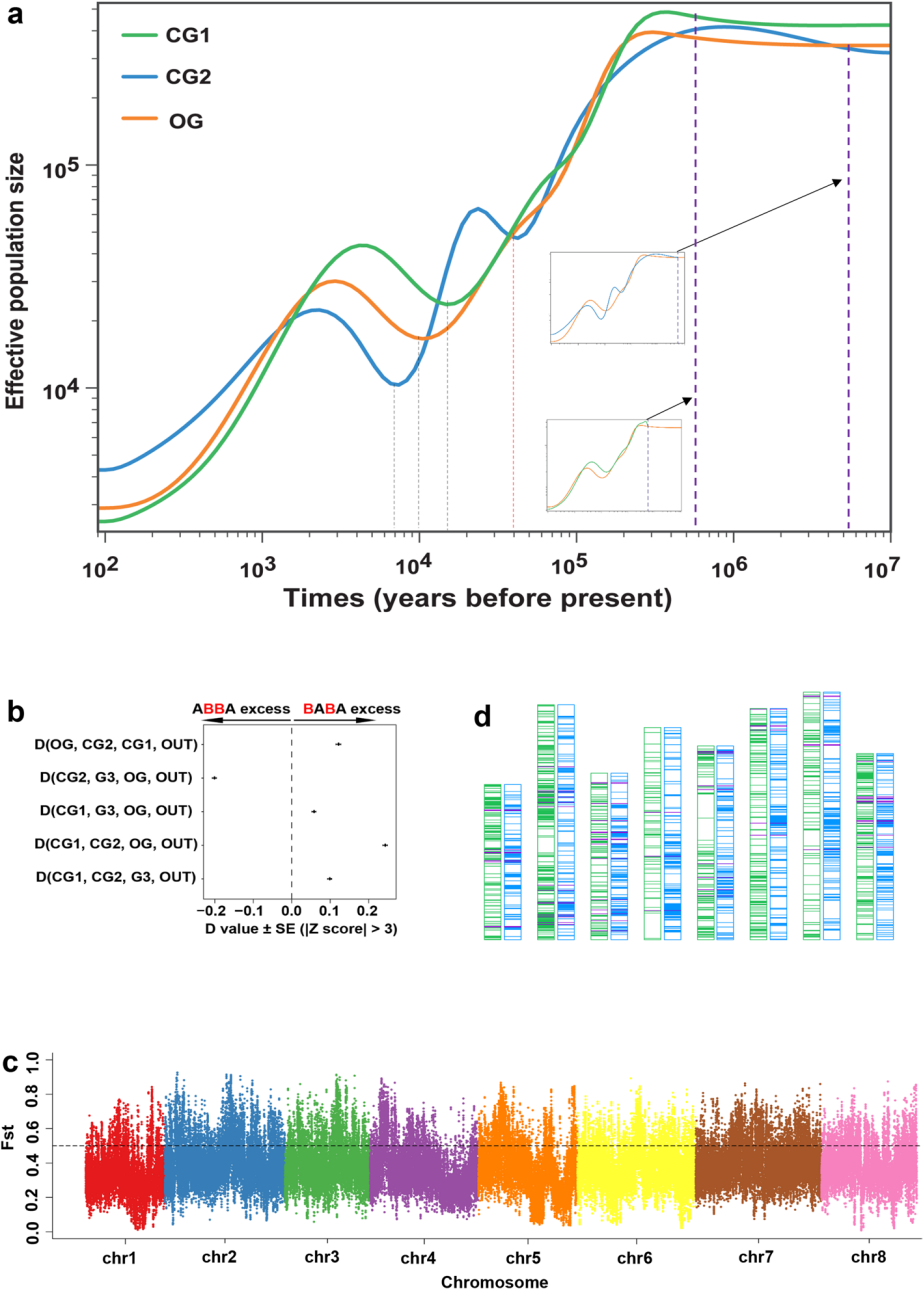
Evidence for the independent domestication of two cultivated groups of East Asia. **a** Demographic history of OG, CG1, and CG2 by estimating the historical effective population size *Ne*. Two dashed purple lines indicate the diverged time of CG1 and CG2 from OG. The dashed red line represents a time of the CG1 population expansion, whereas the dashed black lines indicate the bottleneck of three garlic groups. **b** Patterson’s D test for four garlic populations identified five introgression patterns with significant *D* values (|Z-score| > 3), using OUT as an outgroup. The introgression patterns from top to bottom in the chart indicated gene flows between OG and CG1, G3 and OG, CG1 and OG, CG1 and OG, and CG1 and G3, respectively. **c** The distribution of fixation index (*F*_ST_) of CG1 and CG2. A total of 4.89 Gb genome (30.1% of garlic genome) shows distinct divergency (*F*_ST_ > 0.5). **d** The distribution of putative selective sweeps in the genome. The order of chromosome from left to right is from chromosome 1 to chromosome 8 successively. For each pair chromosome, the left and right one shows the selective sweeps of CG1 and CG2 in green and blue lines, respectively. The purple lines represent the overlap of selective sweeps between CG1 and CG2

We observed that the genome of CG1 and CG2 showed distinct divergency, and 30.1% of which (4.89 Gb in total length) had an *F*_ST_ value of more than 0.5 (Fig. 2c, Additional file 1: Table S6). To better understand the domestication of CG1 and CG2, we analyzed the selective signal of two cultivated groups during garlic domestication based on three methods, namely the population branch statistic (PBS) approach, the estimation of the *θπ* ratio (*π*_OG_/*π*_CG_), and the test of cross-population composite likelihood ratio (XP-CLR; CG versus OG), and the genomic regions estimated with the top 5% value by at least two of three methods were considered as the putative selective sweeps. Finally, a total of 842 and 943 putative selective sweeps associated with domestication in CG1 and CG2 was identified, respectively, covering 3.50% and 5.26% of the garlic genome (567.9 and 854.8 Mb in total length) and comprising 1616 and 2775 garlic genes, respectively (Additional file 2: Fig. S5, Additional file 1: Tables S7-S10). Notably, only 0.18% of garlic genome (29.3 Mb) underwent selection commonly in CG1 and CG2 (Fig. 2d), thereby causing only 105 out of 57,561 garlic genes were shared in the sweeps of two cultivated groups (Additional file 1: Table S11), which is even less than that of *melo* and *agrestis*, two independently domesticated melon subspecies [9]. Therefore, these analyses provided further evidences for the independent domestication of CG1 and CG2.

### Distinct difference between the transcriptome of CG1 and CG2

Levels of gene expression underpin organismal phenotypes, and it is often under stabilizing selection through shifts in the frequency of alleles in the domestication [20–22]. To characterize the strength of selection on gene expression in CG1 and CG2, we performed the RNA sequencing for developmental bulbs sampled from 81 accessions of OG, CG1, and CG2. After filtering the low-quality reads, a total of ~32.4–56.8 million clean reads were mapped into the garlic genome for each accession (Additional file 1: Table S12). Shannon-Wiener index (*H*’ value) was used to estimate the diversity of transcript abundance [23]. The result revealed a total of 44,598 genes expressed in the investigated population (Fig. 3a); of which, 28,538 (64.0%), 29,218 (65.5%), and 29,088 (65.2%) displayed a *H*’ value of 1.7–2.2, 2.8–3.4, and 3.0–3.7 in OG, CG1, and CG2, respectively, indicating a distinct difference in the diversity of gene expression among three garlic groups (Fig. 3a). Comparing with OG, the expression of 15.0% of garlic genes (8621 genes) showed difference in CG1, whereas this percentage in CG2 reached 17.5% (10,096 genes; Fig. 3b; Additional file 2: Fig. S6). Further correlation analysis between the transcription abundance of gene and bulb traits indicated that these expression-changed genes were significantly enriched in the function roles associated with the bulb traits, except those of CG1 for clove weight (*P* < 0.001; Fig. 3c; Additional file 1: Table S13). Notably, among these genes that underwent expression change, 97.4% and 95.6% in CG1 and CG2 were in the outside of selective genomic region, which suggested that the expression difference of most genes resulted from a regulation of selective genes, but not from direct genomic selection in their regulated region. For instance, *Asa2G00681.1*, an *early flowering 4* (*ELF4*)-like gene, showed upregulated-expression in the enlarging developmental bulbs (Additional file 2: Fig. S7); furthermore, associated transcriptomic analysis indicated a positive correlation between its transcript abundance and the clove weight in 81 transcriptome-investigated accessions (Additional file 2: Fig. S8), suggesting a role of this *ELF4*-like gene in the clove-enlarging growth. 

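The FPKM value of *Asa2G00681.1*, whose recovered length is 297 bases, was 8.19 ± 5.13 (SD, n = 3) before enlargement and 20.0 ± 9.49 (SD, n = 3) under enlarging growth in Chalingzipisuan, a log2 fold change of 1.37 (standard error 0.63, limma adjusted p = 0.302, exact permutation p = 0.2). In Yuanjiangyangsuan it was 6.45 ± 2.05 (SD, n = 3) and 14.9 ± 2.19 (SD, n = 3), a log2 fold change of 1.19 (standard error 0.27, limma adjusted p = 0.0125), and each enlarging library exceeded each library before enlargement (exact permutation p = 0.1, the smallest that 3 against 3 allow). In Ershuizao it was lower under enlarging growth, at 8.13 ± 4.60 (SD, n = 3) against 11.9 ± 3.45 (SD, n = 3) before enlargement, a log2 fold change of -0.62 (standard error 0.42, limma adjusted p = 0.385, exact permutation p = 0.4), which is within the spread between replicates. The gene therefore passed both thresholds in Yuanjiangyangsuan alone. Over the other settings tried for its fold change, limma voom included, the log2 fold change ranged from 1.29 to 1.47 in Chalingzipisuan, from -0.70 to -0.59 in Ershuizao and from 1.13 to 1.32 in Yuanjiangyangsuan. Among these settings, the gene was called in Chalingzipisuan only when all 18 libraries shared a single estimate of the spread. It was also called there without replicate 2 before enlargement (log2 fold change 1.78) and without enlarging replicate 3 (1.75). Without enlarging replicate 1 of Ershuizao, the gene was called as downregulated in that variety, at -1.02, and without replicate 2 of Yuanjiangyangsuan before enlargement its log2 fold change of 0.93 no longer exceeded 2-fold. The log2 fold change in Ershuizao minus that in Chalingzipisuan was -1.99 (standard error 0.73, limma p adjusted over all genes 0.738), and that in Yuanjiangyangsuan minus that in Ershuizao was 1.82 (standard error 0.73, adjusted over all genes 0.231).

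**Figure D1:**
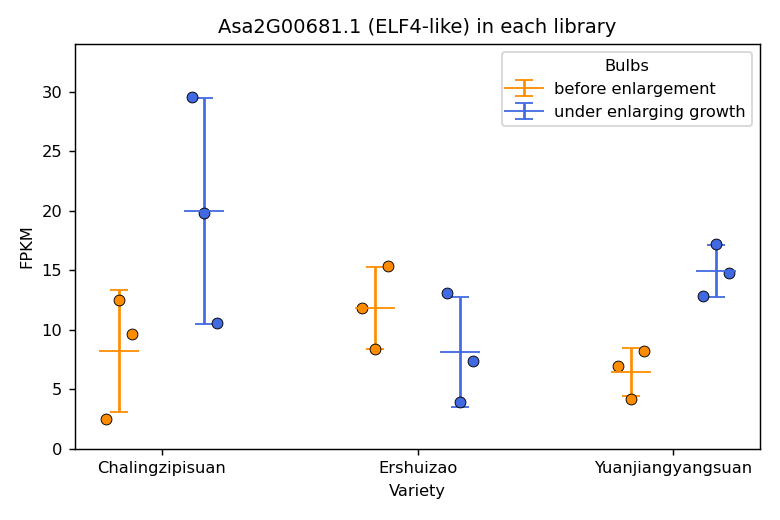
FPKM values of *Asa2G00681.1* in the bulbs of each variety before enlargement and under enlarging growth, 1 point per library, with the mean (horizontal bar) and SD (error bars) of 3 libraries. The stages are separate in Yuanjiangyangsuan and overlap in Chalingzipisuan and Ershuizao.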

*Asa2G00681.1* displayed a distinct difference of transcript abundance between CG1 and CG2; however, selection for *Asa2G00681.1* had not been observed in both CG1 and CG2 (Additional file 2: Fig. S7).

**Fig. 3:**
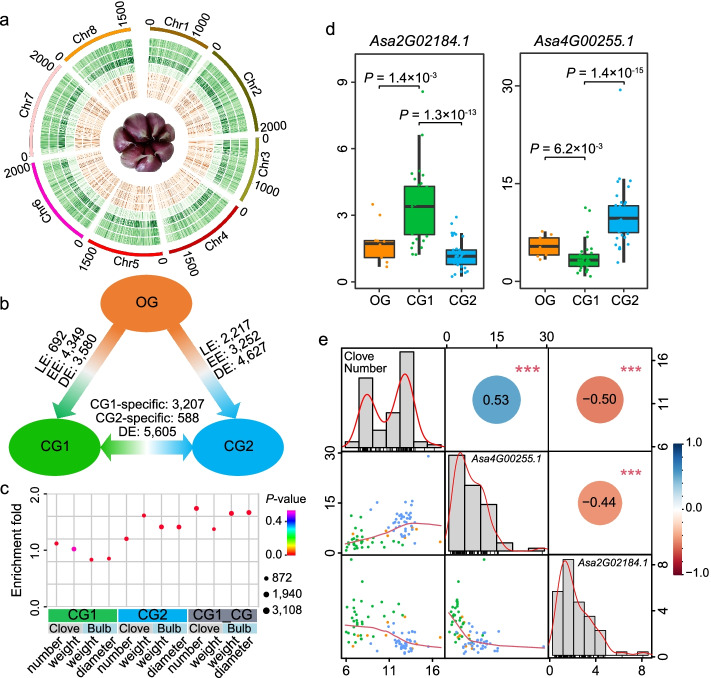
Expression evolution of garlic genes. **a** Feature of gene expression in three examined garlic groups. The tracks from inside to outside represent the FPKM value of gene in OG, CG1, and CG2, and Shannon-Wiener index of transcript abundance in OG, CG1, CG2, and in all 81 investigated accessions. **b** Gene number with change of expression among OG, CG1, and CG2. LE and EE indicate the number of gene that lose expression and emerges expression during the domestication history. DE represents the number of genes that express in both groups but have significant expression difference. **c** Enrichment analysis of expression-changed genes in two cultivated groups comparing with OG, and expression-divergent genes (CG1_CG2) into the function roles associated with the bulb traits. **d***Asa2G02184.1* and *Asa4G00255.1* show distinct difference of expression in three garlic groups. **e** Correlation between the transcript abundance of *Asa2G02184.1* and *Asa4G00255.1*, and the clove number traits in 81 accessions. The number in the top right panes represents the correlation coefficient, and the orange and blue circle indicates the negative and positive correlation, respectively; *** indicates the significance at 0.001 level. The column diagram in the diagonal panes shows the distribution of trait phenotype and expression FPKM value of genes, in which the red line indicates a distribution trend. The scatter plot in the bottom left panes shows the correlation between the transcript abundances and the clove number traits in 81 accessions, where the red line indicates a trend. The orange, green, and blue dots represent the accessions from OG, CG1, and CG2 groups, respectively

In addition, we identified 16.3% of garlic genes (9400 genes) that showed differential expression between CG1 and CG2, including 3795 genes that are specifically expressed in either CG1 or CG2 (Fig. 3b), which suggested a great divergency in the transcriptome of two cultivated groups. Of these genes, 31.0%, 13.6%, 33.1%, and 32.1% showed an association with the clove number and weight, and bulb weight and diameters in the expression level (*P* < 0.001), respectively, which were significantly enriched in the function role for the bulb growth (Fig. 3c; Additional file 1: Table S13). This result indicated that the divergency of transcriptome was potentially linked to the difference of bulb traits in CG1 and CG2. For example, the transcript abundance of *YUUCA*-like *Asa2G02184.1* and *TOPLESS-RELATED* gene (TPR) *Asa4G00255.1* showed a significant difference between two cultivated groups (*P* =1.3×10^−13^ and 1.4×10^−15^, respectively; Fig. 3d). In morphology, cloves are the buds of garlic, and Arabidopsis *YUUCA* and *TPRs* play crucial roles in controlling the bud outgrowth [24]; correspondingly, the transcript abundance of *Asa2G02184.1* and *Asa4G00255.1* was dramatically associated with clove number in the 81 accessions (*P* = 6.3×10^−7^ and 1.4×10^−6^, respectively; Fig. 3e), indicating a potential involvement of them in the clove formation. Probably, the differential expression of *Asa2G02184.1* and *Asa4G00255.1* between CG1 and CG2 have logical roles for the diversification of clove number in these two cultivated group. Taken together, our results suggested that, after diverging and the respective evolution, the transcriptomic architecture of two cultivated garlic groups displayed distinct difference.

### Deleterious mutations underwent separate accumulation and selection-based removal in CG1 and CG2

We evaluated the mutation burden in 84 garlic accessions and revealed that, among 487,215 nonsynonymous variations (Additional file 1: Table S14), 28.64% (139,518) were predicted to be deleterious. Of these deleterious mutations, there were 80.07% fewer homozygous deleterious burden than the heterozygous one, and 34.18% (47,687) were rare (allele frequency ≤ 0.05; Additional file 2: Figs. S9, S10). Investigation of the overlap of deleterious mutations between any two accessions identified a varying overlapping level between different accessions, and the distribution of overlap ratios showed three distinct peaks in 6.51%, 19.78%, and 31.42%, respectively; furthermore, only average of less than 9% of predicted deleterious substitutions were overlapped between the accessions of intergroups (Fig. 4a, Additional file 1: Table S15). These results indicated that three garlic groups underwent separate accumulation of deleterious burden.

**Fig. 4:**
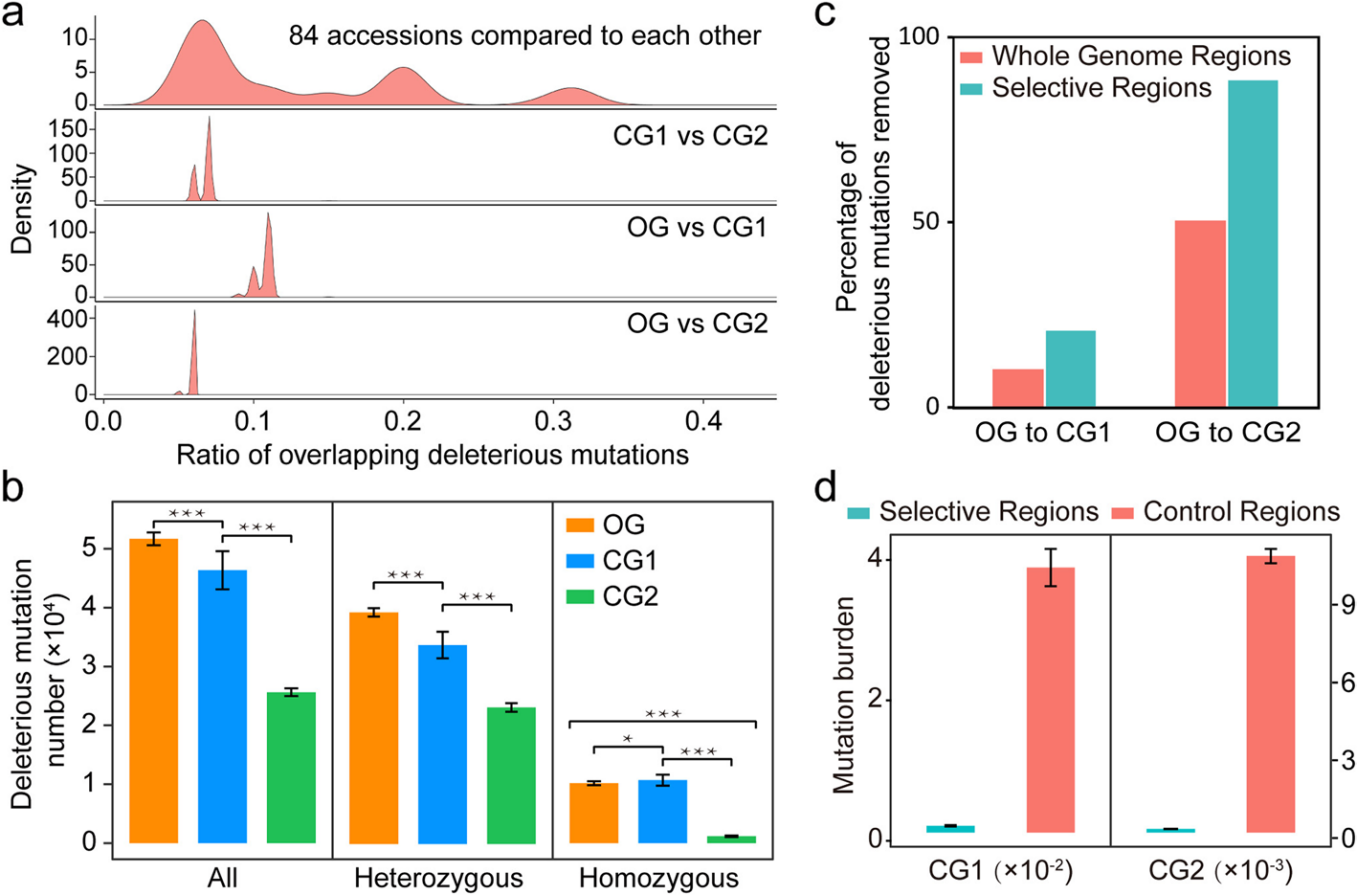
Deleterious mutations burden in garlic genome. **a** High diversity of mutation burden in 84 garlic accessions. The *x*-axis indicates the ratio of overlapping deleterious mutations in any two accessions, and the *y*-axis indicates the density of the ratio. **b** Comparison of the deleterious mutation number among OG, CG1, and CG2. Left panel represents the total of deleterious mutation number, middle panel represents heterozygous and right panel represents homozygous. Mann-Whitney *U* test was used (***: *p* < 0.001, **: 0.001 < *p* < 0.01, *: 0.01 < *p* < 0.05, data are represented as mean ± SEM). **c** Comparison of the percentage of deleterious mutations removed between the whole genome and the selective regions through comparing CG1/CG2 to OG. **d** Comparison of mutation burden between selective regions and non-selected genomic regions (Control regions). Left and right panels represent the data from CG1 and CG2, respectively

Garlic is entirely sterile, which causes a challenge to remove their deleterious mutations by recombination. We observed a distinct reduction in CG1 (46,349) and CG2 (25,624) by comparing with OG (51,681), indicating that there still was a remission in the mutations burden in the cultivated garlic (Additional file 1: Table S16). Additionally, more homozygous deleterious mutations in CG1 and less those in CG2 than in OG were observed (Fig. 4b), further supporting a separate evolution of deleterious burden in garlic populations. To understand the potential mechanism that drove the remission of mutations burden in cultivated garlic, we analyzed the mutation burden of selective regions and identified 21.02% of deleterious substitutions that were removed in the selective regions of CG1, which was higher than the average ratio in the whole genome of CG1 (10.32%; Fig. 4c); consequently, the density of deleterious substitutions in the selective regions was 97.43% fewer than in the other genomic regions of CG1 (Mann-Whitney *U* test, *P* = 3.3 ×10^−13^; Fig. 4d). Similar results have been found in CG2, that is 88.61% of deleterious substitutions were removed in the selective sweeps, resulting in 98.66% fewer density of deleterious mutations in the selective regions than in the other genomic regions of CG2 (Mann-Whitney *U* test, *P* = 1.5 ×10^−14^; Fig. 4c, d). Therefore, our results indicated that evolutionary selection relieved the deleterious burden in clonal-propagated garlic, and the relieved degree showed distinct difference in the two investigated groups.

### Diversification of bulb traits from the differential selection in CG1 and CG2

Clove number is one of the basic components of the bulb yield of garlic, and it displayed a significant decrease in CG1 (Fig. 5a), but slight increase in CG2, comparing with OG, indicating a potential difference in the trait evolution in two cultivated groups. It is known that clove is an enlarged bud and that the outgrowth of a bud is controlled by a regulatory network where *TB1* and its ortholog (such as rice *OsTB1* and Arabidopsis *BRC1*) serve a central coordinating role [25]. There were 12 genes encoding the homologs of TB1/OsTB1 or BRC1 in garlic genome (Fig. 5b), and one of which, *Asa2G00245.1*, underwent distinct selection in CG1 (Fig. 5c). Variation investigation identified a mutation generated a termination codon in this *TB1*-like gene, and accessions carrying heterozygous allele in this mutant site produced less cloves (Fig. 5d,e). Additionally, 73.5% of CG1 accessions with mutant allele in the promoter of *Asa2G00245.1* resulted in a low expression and produced less cloves (Fig. 5d–f). Associated transcriptomic analysis revealed a significant correlation between its transcript abundance and the clove number trait in 81 transcriptome-investigated accessions (*P* = 1.5 ×10^−8^; Additional file 2: Fig. S11). These evidences commonly suggested that the selective candidate *Asa2G00245.1* played an important role in the clove number trait. Notably, significant decrease in the deleterious burden in both CG1 and CG2 relative to OG was observed (Additional file 2: Fig. S12), especially in CG1, and the homozygous mutants have been entirely removed in two cultivated groups.

**Fig. 5:**
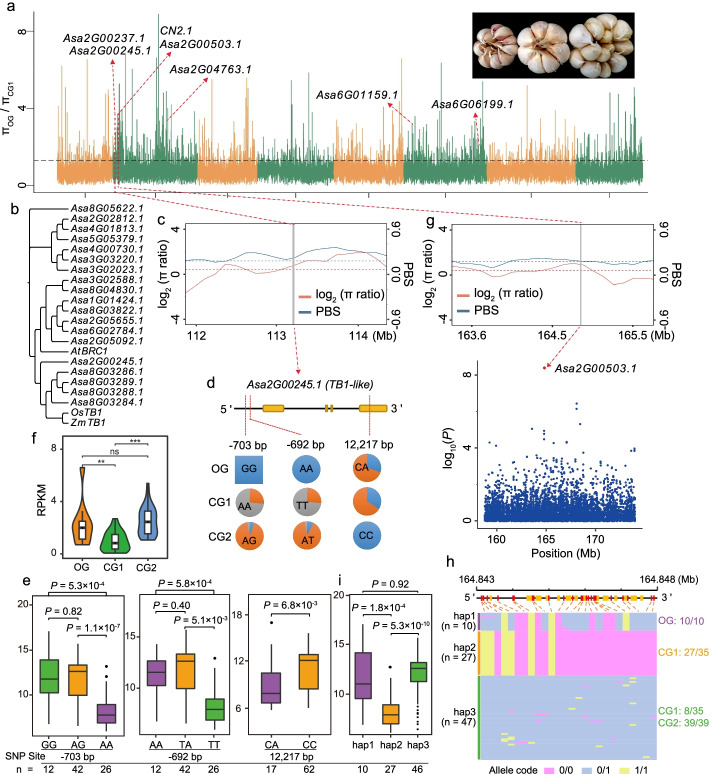
Selection signatures for the clove number in CG1. **a** Genomic regions with the top 5% of *π*_OG_/*π*_CG1_ values. Horizontal dashed lines indicate the genome-wide thresholds of the selection signals from the analysis of *π*_OG_/*π*_CG1_ values. Candidate genes/genetic loci identified in this study and overlapped with selective sweeps are marked. In the top right position of figure, bulbs from left to right represent the one from accession of OG, CG1, and CG2, respectively. **b** Phylogenetic tree of garlic TB1 homologs and AtBRC1 (Arabidopsis), OsTB1 (rice), and ZmTB1 (maize). **c** Distribution of the ratio of nucleotide diversity (*π*_OG_/*π*_CG1_) and *F*_ST_ values in the region of 112.0–114.0 Mb on chromosome 2, where *Asa2G000245.1* is located (green line). **d** Important variations of *Asa2G00245.1* and their allelic frequency in three garlic groups. Two variations in the promoter region (site of −703 and −692 bp, respectively) and one deleterious mutation (site of 12,217 bp) generated a termination codon are shown by red vertical lines. At the site of −703 bp, blue, grey, and orange part in each pie graph indicated the allelic frequency of GG, AA, and AG in corresponding garlic group, and at the site of −692 bp, they represented the allelic frequency of AA, TT, and AT, whereas at the site of 12,217 bp, blue and orange part in each pie graph indicate the allelic frequency of CC and CA in corresponding garlic group. **e** Clove number of accessions with different allele of *Asa2G000245.1*. **f** Expression level of *Asa2G000245.1* in the enlarging bulbs of three garlic groups based on the estimation of FPKM value. ns indicates no significant difference, and ** and *** indicate the significant difference at the level of 0.01 and 0.001, respectively. **g** Local Manhattan plot showing the 160–170-Mb regions on chromosomes 2. The red dot represents the SNP associated with the clove number trait, and the green arrow indicates the position of *Asa2G00253.1*. Distribution of the ratio of nucleotide diversity (*π*_OG_/*π*_CG1_) and *F*_ST_ values in the region of 163.5–165.5 Mb indicate the associated signal and *Asa2G00253.1* are in the sweep region of CG1. **h** Frequency of three haplotypes identified in the *AXR1*-like *Asa2G00253.1*. **i** Clove number of accessions with different haplotypes in *Asa2G00253.1*. The *y*-axis in the **e** and **i** figure indicates the trait value of clove number

To identify the potential selective genes associated with clove number, we performed a genome-wide association analysis using 230 accessions and identified 22 significant association signals (Additional file 1: Table S17). Eleven genes near the associated signals (within 200 kb) showed a significant correlation with the clove number trait in their expression level (Additional file 2: Fig. S13), indicating that they were the potential candidate of corresponding associated loci. One and two associated regions showed an overlap with the sweeps of CG1 and CG2, respectively (Fig. 5, 6a). Furthermore, we identified an *AXR1*-like *Asa2G00503.1* within the association signal on chromosome 2 (Fig. 5g), and it underwent distinct selection in CG1. *AXR1* is involved in auxin-signaling pathway of Arabidopsis and acts as repressor of bud growth [25]. Expression analysis of *Asa2G00503.1* revealed more transcripts in the accessions of CG1 than in those of other two groups (Additional file 2: Fig. S14), and its expression showed a negative association with the clove number in garlic population (Additional file 2: Fig. S11), suggesting that *Asa2G00503.1* is a candidate repressor for the clove number. Three haplotypes of *Asa2G00503.1* were identified in 84 accessions, but the hap1 and hap2 only appeared in the accessions of OG and CG1, and the accessions of CG2 only carried the hap3 (Fig. 5h); correspondingly, accessions harboring hap2 produced less cloves (Fig. 5i).

**Fig. 6:**
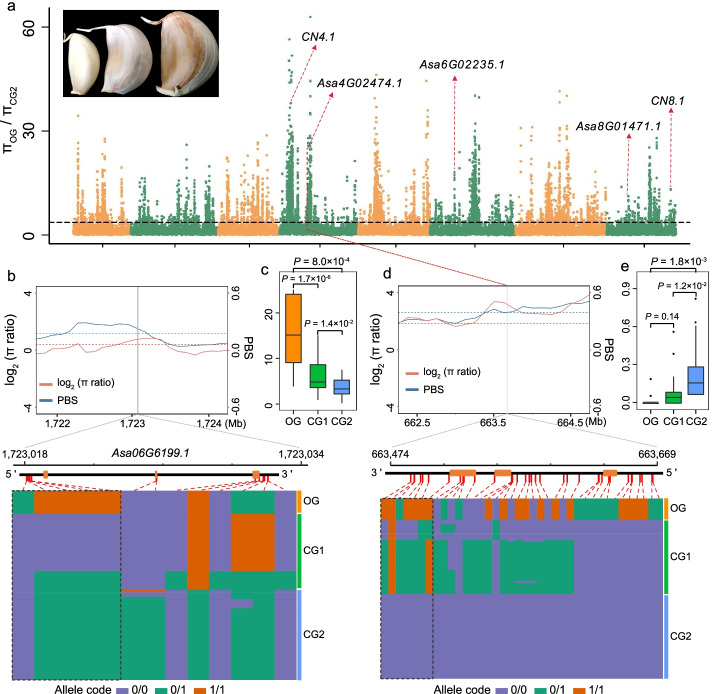
Selection signatures for the clove weight in CG2. **a** Genomic regions with the top 5% of *π*_OG_/*π*_CG2_ values. Horizontal dashed lines indicate the genome-wide thresholds of the selection signals from the analysis of *π*_OG_/*π*_CG2_ values. Candidate genes/genetic loci identified in this study and overlapped with selective sweeps are marked. In the top left position of figure, cloves from left to right represent the one from accession of OG, CG1, and CG2, respectively. **b, d** Haplotypes for the clove weight candidate gene, *Asa06G6199.1* and *Asa04G02474.1*, respectively. The black dashed box indicates the allele frequency of promoter region. **c, e** Expression levels of *Asa06G6199.1* and *Asa04G02474.1* in the enlarging bulbs of three garlic groups based on the estimation of FPKM values

Clove weight, another pivotal component of bulb yield, is affected by the clove-enlarging growth. To investigate selection signatures putatively related to the domestication of clove weight, we explored the clove-enlarging growth-related genes by comparing the transcriptome of bulbs whose cloves are before enlargement and under enlarging growth, respectively, using three garlic accessions, and identified 4658 genes with a differential expression in at least two of three examined accessions that were identified (Additional file 1: Table S18, Additional file 2: Fig. S15). 

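Garlic of the varieties Chalingzipisuan, Ershuizao and Yuanjiangyangsuan was planted in October 2019, and bulbs were collected in February and March 2020, before enlargement and under enlarging growth. RNA was sequenced from 3 individuals per variety and stage, which made 18 libraries. The deposited labels give the developmental stage as that of bulbs but the tissue as leaf, and the paper's description as bulbs is used here. The authors aligned the clean paired-end reads with the garlic reference genome and deposited FPKM values, which are scaled by gene length and library total, of 57561 genes in each library. The paper's text does not name the program that counted the fragments. The values of each gene were multiples of a common step, and from these steps the fragments behind 99.7% of all values above 0 were recovered as whole numbers (within 0.003). The other values above 0 belonged to 2047 genes detected in only 1 library, and 15581 genes were at 0 in every library. Of the lengths recovered in this way 94.3% were multiples of 3, as coding lengths are, and the median of all lengths was 702 bases. In Chalingzipisuan, between 11924715 and 14117986 fragments per library fell on genes before enlargement (median 13842189). Under enlarging growth this number was between 10504083 and 11924845 (median 11743324). In Ershuizao these ranges were 11079541 to 13452277 (median 12252887) and 10340511 to 11224552 (median 11123704). In Yuanjiangyangsuan they were 10714089 to 13564695 (median 12725866) and 11493030 to 12210168 (median 12148967). Between replicates of 1 stage, the squared differences of fragments were 9.34 to 111 times those of sampling noise (chi-square per degree of freedom, a ratio of variances). These values are pooled over genes, weigh abundant genes most, and do not separate individuals from the handling of libraries. Within each variety, log2(FPKM + 0.5) was compared between the stages with limma for genes with an FPKM value of at least 0.5 in at least 3 of the 6 libraries. The variances were moderated across genes with a trend on the mean and robust estimation. A gene was called differentially expressed at an unadjusted two-sided P under 0.05 and a difference above 2-fold, the thresholds that the paper gives for its own test with the DEseq program. That program takes counts, and its test was repeated neither on the FPKM values nor on the recovered fragments. All fold changes are those of bulbs under enlarging growth over bulbs before enlargement, and an exact permutation test of 3 against 3 libraries cannot give a two-sided P below 0.1.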

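In at least 2 of the 3 varieties, 3623 genes were differentially expressed. Of these, 1402 were upregulated and 2177 were downregulated in at least 2 varieties, so that 3579 (98.8%) shared a direction. Among the 24788 genes tested in every variety, 3395 were called in at least 2, where independent calls would have given 1868. Across these 24788 genes, which are not independent replicates, the log2 fold changes of Chalingzipisuan and Ershuizao had a Pearson's r of 0.788 (Spearman's rho 0.699). For Chalingzipisuan and Yuanjiangyangsuan r was 0.785 (rho 0.715), and for Ershuizao and Yuanjiangyangsuan it was 0.761 (rho 0.668). In all 3 varieties, 478 genes were upregulated and 1183 were downregulated. Of these, the FPKM values of the 2 stages did not overlap in any variety for 344 upregulated and 992 downregulated genes. Chance separates 10% of genes in a variety, but these genes had been called in each variety beforehand, which favors separation, so that their number is no further evidence of change. Of the genes that ranked first among those without overlap by their mean change, *Asa0G04006.1* was at 0 before enlargement in every library of Chalingzipisuan and Ershuizao and reached a mean FPKM value of 1109 and 1875 under enlarging growth, at least 2640-fold and 4247-fold above the limit of 3 fragments per library that a count of 0 allows. These means rested on 1 library each, since *Asa0G04006.1* had an FPKM value of 3315 in enlarging replicate 3 of Chalingzipisuan and 5609 in enlarging replicate 2 of Ershuizao, and between 3.10 and 12.8 in the other enlarging libraries of both varieties. Its calls in both varieties were lost without replicate 1, 2 or 3 before enlargement, although its log2 fold changes of 6.51 and 7.01, which depend on the pseudocount, were the same without them. With an enlarging library left out, too few libraries were left for the test, and without the single high library its log2 fold change was 3.41 in Chalingzipisuan and 3.79 in Ershuizao. The calls were also lost with limma voom, a test chosen after seeing the data, and in Chalingzipisuan with a pseudocount of 1. *Asa2G01739.1* rose from 0.397 ± 0.509 to 8.39 ± 4.98 (SD, n = 3) in Chalingzipisuan and from 0.0702 ± 0.122 to 14.8 ± 9.42 (SD, n = 3) in Ershuizao. The FPKM value of *Asa1G04159.1* fell from 672 ± 149 to 29.9 ± 50.7 (SD, n = 3) in Chalingzipisuan and from 1054 ± 174 to 21.7 ± 37.2 (SD, n = 3) in Yuanjiangyangsuan. That of *Asa5G00519.1* fell from 796 ± 310 to 53.8 ± 91.7 (SD, n = 3) in Chalingzipisuan. With P adjusted for all genes tested (Benjamini-Hochberg), the alternative that lowered the number most, 1072 genes were called in at least 2 varieties, and this number was 3445 without enlarging replicate 3 of Chalingzipisuan. It was 553, 147 and 83 without replicates 1, 2 and 3 of Ershuizao before enlargement, and 321, 2366 and 430 without its replicates 1, 2 and 3 under enlarging growth. At unadjusted P, leaving out each library in turn gave between 3135 and 4850 genes in at least 2 varieties. Of the variance among the libraries, the first principal component held 41.5% and set Yuanjiangyangsuan apart. The second held 28.2% and separated the stages within each variety, with enlarging replicate 3 of Chalingzipisuan at -52.1 among the values of libraries before enlargement. The paper makes this comparison of bulbs at both stages to explore genes related to the enlarging growth of cloves, and looks among the genes changed in at least 2 varieties for selection signatures of clove weight.

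**Figure D2:**
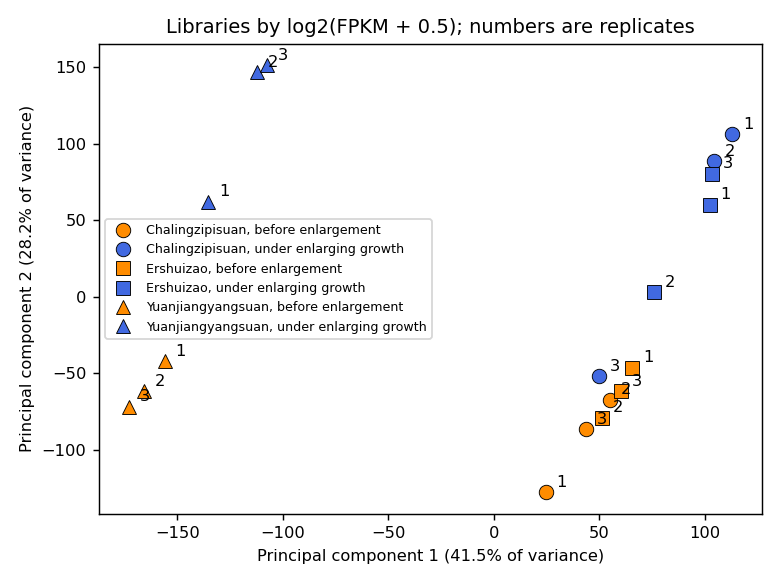
First and second principal components of log2(FPKM + 0.5) of 33681 genes in the 18 libraries, 1 point per library, with the replicate numbers beside the points. The libraries under enlarging growth lie above those before enlargement of their variety on the second component, with enlarging replicate 3 of Chalingzipisuan at -52.1 and the other 2 at 88.6 and 106.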

In onion and potato, *Flowering locus T* (*FT*) has been identified to play central roles in controlling the enlargement growth of bulb/tuber [26, 27], and photoperiod signal stimulate the expression of *FT-*like gene to participate in the growth of potato tuber [28]. There were 38 differentially expressed genes encoding the homologs of known photoperiod-perceiving proteins, such as *CDF2*-homologous *Asa8G01471.1* and *TGA4*-like *Asa2G04763.1* and *Asa6G01159.1*, which constituted a putative model for the regulation of garlic clove-enlarging growth (Additional file 2: Fig. S16). 

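Of the 38 photoperiod-related genes printed in Fig. S16, 28 were called as differentially expressed in at least 2 varieties, 7 in 1 variety and 3 in none. In at least 2 varieties, 13 were upregulated and 7 downregulated, whereas 8 were upregulated in 1 variety and downregulated in another. Enough transcripts for a test in every variety were found for 32 of them. In Chalingzipisuan 24 of 36 tested genes were called, 23 with P adjusted over the list alone and 2 with P adjusted over all genes tested. The same 3 numbers were 27, 27 and 17 of 34 tested genes in Ershuizao and 23, 23 and 23 of 34 in Yuanjiangyangsuan. Since the authors chose this list on the same libraries, the numbers adjusted over the list alone are not independent evidence. The mean log2 fold change over the varieties in which a gene was tested had the sign of the heatmap in Fig. S16 for 33 of the 38 genes. *Asa4G05521.1* was tested in no variety and is not among the 33. Of the 32 genes tested in every variety, 18 had that sign in all 3. *Asa8G01471.1* was downregulated in Chalingzipisuan, from an FPKM value of 28.8 ± 3.58 (SD, n = 3) before enlargement to 11.6 ± 2.69 (SD, n = 3), a log2 fold change of -1.30 (standard error 0.23, limma adjusted p = 0.0968). In Ershuizao it was upregulated, from 8.71 ± 6.53 (SD, n = 3) to 35.9 ± 3.82 (SD, n = 3), a log2 fold change of 2.20 (standard error 0.43, limma adjusted p = 0.0364). These opposite changes differed by 3.50 on the log2 scale (standard error 0.48, limma adjusted p = 0.0119 for the difference between both varieties). With replicate as a block, the difference was no longer significant among all genes (limma adjusted p = 0.107), and under the other settings, limma voom included, its adjusted p was 0.00732 to 0.0185. With each library left out it was 2.91e-05 (without replicate 1 of Ershuizao before enlargement) to 0.0472 (without replicate 1 of Chalingzipisuan before enlargement). In Yuanjiangyangsuan its log2 fold change of -0.64 (standard error 0.22) did not reach 2-fold. *Asa2G04763.1* rose from 7.75 ± 2.06 (SD, n = 3) to 19.2 ± 5.98 (SD, n = 3) in Ershuizao and from 4.85 ± 1.75 (SD, n = 3) to 26.7 ± 12.3 (SD, n = 3) in Yuanjiangyangsuan, with log2 fold changes of 1.25 (limma adjusted p = 0.0513) and 2.28 (limma adjusted p = 0.00598). With all 18 libraries in a single fit, the call of *Asa2G04763.1* in Ershuizao was lost. In Chalingzipisuan the log2 fold change of *Asa2G04763.1* was 1.19 (standard error 1.00) and not called, but it was called without enlarging replicate 3, at 2.38. *Asa6G01159.1* was near the detection limit before enlargement in Chalingzipisuan, at 0.0292 ± 0.0506 (SD, n = 3), and in Yuanjiangyangsuan, at 0.0787 ± 0.136 (SD, n = 3), and reached 1.48 ± 0.352 (SD, n = 3) and 2.86 ± 1.80 (SD, n = 3) under enlarging growth. Its log2 fold changes of 1.89 and 2.41 in these varieties depended on the pseudocount, and were 3.65 and 4.09 with 0.1 in place of 0.5, and 1.26 and 1.73 with 1. In Ershuizao its log2 fold change of 0.59 (standard error 0.45) was within the spread between replicates, and the difference of its change between the varieties did not pass the test over all genes (limma adjusted p = 0.23).

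**Figure D3:**
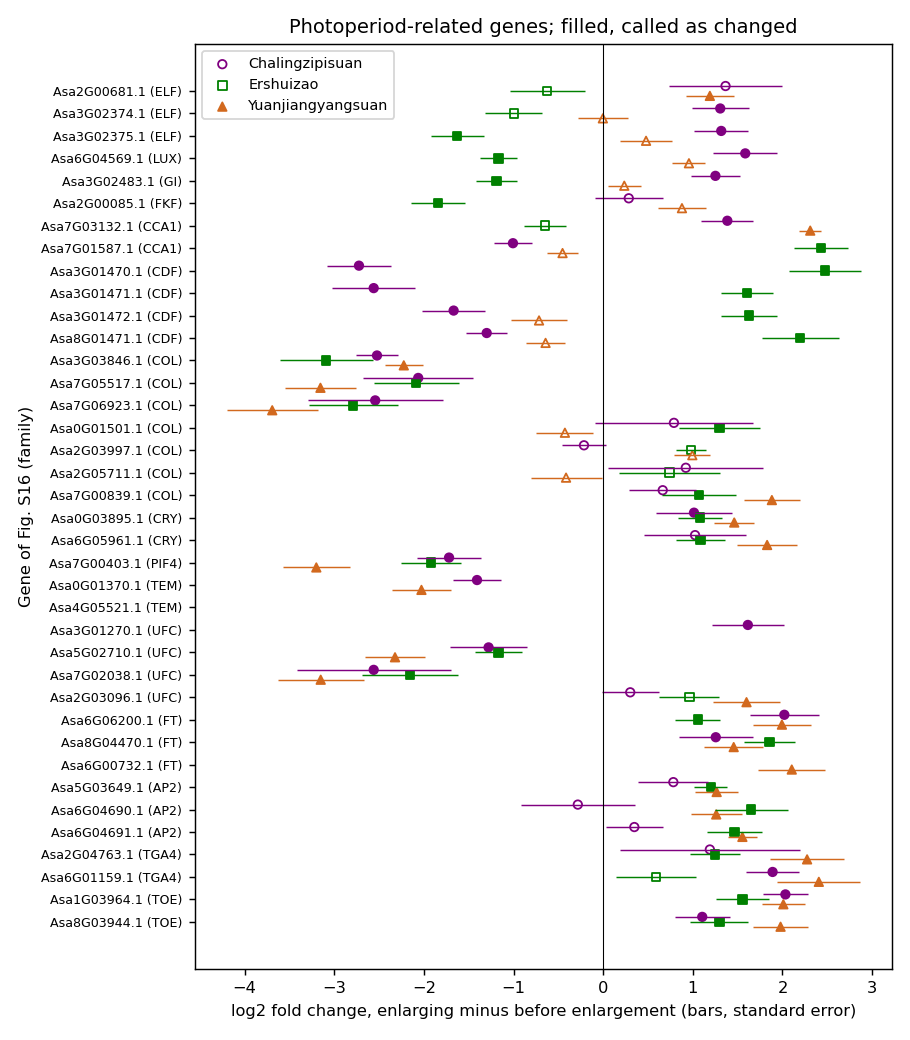
Log2 fold changes of the 38 photoperiod-related genes of Fig. S16 in each variety, with standard errors of 3 against 3 libraries as bars and filled symbols for genes called as differentially expressed; genes with too few transcripts for a test in a variety have no symbol there. Of the 8 genes with opposite calls, each has its filled symbols of Chalingzipisuan and Ershuizao on opposite sides of 0.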

There were 12 *FT-*like genes in garlic genome, and one of which, *Asa6G06199.1*, encoded the ortholog of onion acFT2 (Additional file 2: Fig. S17) [27] and underwent distinct selection in CG1 (Fig. 6b). Significant negative correlation between the expression level and the clove weight in garlic population suggested that *Asa6G06199.1* was a potential repressor for the clove-enlarging growth (Additional file 2: Fig. S8). Overexpression of *Asa6G06199.1* caused an early flowering in transgenic Arabidopsis (Additional file 2: Fig. S18), indicating a similar function of *acFT2* and *Asa6G06199.1*. Distinct difference in the haplotype of *Asa6G06199.1* was observed in three garlic groups. Allele of the promoter region in OG were entirely different from those in CG1 and CG2 (Fig. 6b), resulting in an expression evolution of this *FT*-like gene in two cultivated garlic groups (Fig. 6c), which should be an important reason for the clove evolution in the weight of two cultivated groups.

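*Asa6G01110.1* had an FPKM value of 17.2 ± 8.45 (SD, n = 3) before enlargement and 69.6 ± 29.6 (SD, n = 3) under enlarging growth in Chalingzipisuan, a log2 fold change of 2.03 (standard error 0.53, limma adjusted p = 0.171). In Ershuizao it rose from 33.4 ± 11.0 (SD, n = 3) to 95.9 ± 28.0 (SD, n = 3), by 1.51 on the log2 scale (standard error 0.30, limma adjusted p = 0.0372), and in Yuanjiangyangsuan from 18.0 ± 2.55 (SD, n = 3) to 80.5 ± 17.9 (SD, n = 3), by 2.11 (standard error 0.20, limma adjusted p = 0.00112). All enlarging libraries exceeded all libraries before enlargement within each variety, and the gene was called in each variety under every setting tried for its fold change and with each library left out in turn. Among the 6 other gibberellin-related genes printed in Fig. S16, *Asa3G03395.1* and *Asa6G02235.1* were upregulated in all 3 varieties, and *Asa6G01479.1* was called in none. *Asa0G05638.1* and *Asa5G04732.1* were upregulated and *Asa3G02513.1* downregulated in Ershuizao and Yuanjiangyangsuan. *Asa5G04732.1* was not tested in Chalingzipisuan, where too few libraries reached the FPKM minimum. There it was at 0 in every library before enlargement and at a mean FPKM value of 13.35 (0 to 27.25) under enlarging growth. In Chalingzipisuan *Asa3G03395.1* (log2 fold change 1.83) was no longer called with replicate as a block, nor without replicate 1 (1.57) or 3 (1.58) before enlargement or without enlarging replicate 3 (1.20). *Asa3G02513.1* was called there without enlarging replicate 1 (-1.17). The call of *Asa6G02235.1* in Ershuizao, at 1.02, was lost with a pseudocount of 1, without replicate 2 before enlargement (0.83) and without enlarging replicate 3 (0.75). In the same variety, *Asa0G05638.1* had FPKM values of 908 ± 430 (SD, n = 3) and 1797 ± 561 (SD, n = 3), a log2 fold change of 1.07. This call was lost without replicates 2 (0.62) and 3 (1.18) before enlargement and without enlarging replicates 1 (0.85) and 3 (1.03). In Chalingzipisuan, *Asa0G05638.1* had a log2 fold change of 0.96 and was called after quantile normalization (1.20) and without replicate 2 before enlargement (1.27). With P adjusted over the list alone, 2 of the 6 genes tested in Chalingzipisuan, 6 of 7 in Ershuizao and 6 of 6 in Yuanjiangyangsuan passed, against 0, 4 and 6 over all genes tested with limma. These genes too were chosen on the same libraries.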

Gibberellins (GAs) was another important signal to modulate the expression of *FT*/*FT*-like genes [29], and seven GAs signal-related genes showed differential expression in the enlarging developmental bulbs (Additional file 2: Fig. S16), including *Asa6G01110.1*, an ortholog of potato tuber formation-related *stBEL5* (Additional file 2: Fig. S19) [30]. *Asa2G00237.1*, a homologous gene of *SLR1* encoding a DELLA protein that is known as the key factor for the GA-signal transduction of rice (Additional file 2: Fig. S20) [31], underwent selection in CG1, and its expression was observed to have a significantly negative correlation with clove weight in garlic population (*P* = 1.6 ×10^−4^; Additional file 2: Fig. S8). GA20ox is a catabolic enzyme of bioactive GAs, and the induction of *StGA2ox1* gene plays a pivotal role in the tuberization of potato [32]. Similarly, this study identified two garlic GA20ox genes, *Asa4G02474.1* and *Asa0G05638.1*, whose transcript abundance showed significant association with the clove weight in garlic population (Additional file 2: Fig. S8), suggesting their roles in the control of bulb-enlarging growth. Interestingly, *Asa4G02474.1* underwent expression evolution, thereby to express specifically in CG2 (Fig. 6e). Only one haplotype existed in CG2, and its sequence was distinctly different from those of OG and CG1, especially in the promoter region (Fig. 6d). These results indicated that the selection of *Asa4G02474.1* resulted in the emergence of its expression in CG2, which should be associated with the differentiation of clove weight between the accessions of CG2 and the other two groups.

Notably, 125 and 248 genes that underwent putative selection in CG1 and CG2, respectively, showed differential expression between the bulbs under different developmental stages, suggesting a potential involvement of them in bulb development. Of these selective genes with differential expression, only eight were subjected to common selection in both CG1 and CG2 (Additional file 1: Table S19), accounting for 6.4% and 3.2% of selective candidates of CG1 (125 genes) and CG2 (248 genes), respectively. Furthermore, among candidates for clove number and weight that were identified from genome-wide trait associations and/or associated transcriptomic analysis, although they had distinct selection signatures in evolutionary history, none of them underwent common selection in CG1 and CG2 (Additional file 2: Fig. S21). These results indicated a different selective pattern for bulb traits in these two cultivated groups, which further supported the finding of independent domestication between CG1 and CG2.

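The deposited values do not mark which genes underwent selection, so the numbers of such genes were not counted. The selected genes that the text names had the following values. *Asa6G06199.1* was upregulated in Yuanjiangyangsuan, from an FPKM value of 4.07 ± 0.835 (SD, n = 3) before enlargement to 15.6 ± 3.65 (SD, n = 3) under enlarging growth, a log2 fold change of 1.81 (standard error 0.25, limma adjusted p = 0.00235). In Chalingzipisuan its log2 fold change of 1.25 (standard error 0.91) and in Ershuizao that of 0.49 (standard error 0.44) were not called. With each library left out they ranged from 0.14 (without replicate 1 before enlargement) to 1.85 and from 0.03 (without enlarging replicate 1) to 0.79, and were not called either. Its change was not shown to differ between the varieties (limma adjusted p = 0.723 for the interaction of stage and variety). The text and Fig. 5 print the identifiers *Asa2G00503.1* and *Asa2G00253.1* for the *AXR1*-like gene. *Asa2G00503.1* did not reach a 2-fold difference in any variety. It was lower under enlarging growth without overlap between the stages in Ershuizao, by a log2 fold change of -0.49 (limma adjusted p = 0.0724, exact permutation p = 0.1), and in Yuanjiangyangsuan, by -0.48 (limma adjusted p = 0.0346, exact permutation p = 0.1). In Chalingzipisuan its log2 fold change of -0.08 turned to 0.07 without enlarging replicate 1. *Asa2G00253.1* was upregulated in Yuanjiangyangsuan, from 1.78 ± 0.676 (SD, n = 3) to 8.33 ± 6.00 (SD, n = 3), a log2 fold change of 1.76 (standard error 0.52, limma adjusted p = 0.0324). It was also called in Chalingzipisuan, at 2.26 (standard error 0.81), but not there with replicate as a block, without replicates 1 (1.83) and 2 (2.31) before enlargement or without enlarging replicates 1 (1.86) and 2 (1.77). In Ershuizao the log2 fold change of *Asa2G00253.1* was 0.68 and not called, but it was called without enlarging replicate 2, at 1.12. *Asa2G00237.1* was not called in any variety, with log2 fold changes of 0.04, 0.35 and 0.40 in Chalingzipisuan, Ershuizao and Yuanjiangyangsuan, of which the first fell to -0.22 without replicate 2 before enlargement and to -0.17 without enlarging replicate 2. *Asa2G00245.1* had too few transcripts for the test, and was at 0 before enlargement in every library of Chalingzipisuan and Yuanjiangyangsuan, with mean FPKM values of 0.793 ± 1.06 (SD, n = 3) and 0.786 ± 0.786 (SD, n = 3) under enlarging growth. *Asa4G02474.1* was at 0 in every enlarging library of Chalingzipisuan and Ershuizao, which allows an FPKM value of up to 0.208 and 0.219 (3 fragments per library). No mean of the gene in another group exceeded 0.0431, so that no change was detectable at this depth.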

## Discussion

Genetic and breeding studies of garlic were challenged by a large and complex genome and its sterility, and the genetic architecture of traits was almost entirely unknown in this *Allium* species. In this study, we identified ~129.4 million variations in garlic genome, representing valuable resources for the genetic and breeding studies of garlic. Using these variations as a basic tool, the achievement for dissecting the genetic architecture of clove number trait represented a great progress in the genetic study of this *Allium* crop. Additionally, sterility makes a challenge to estimate the genetic distance between garlic groups by evaluating their cross-compatibility. Five taxonomic groups of garlic were proposed, including the longicuspis group, subtropical group, mediterranean sativum group, ophioscorodon group, and pekinense group (a subgroup of longicuspis group probably), of which the longicuspis group from Central Asia is considered as the basal group, and the subtropical group and pekinense mainly grow in China and other East Asian countries [7]. However, this study indicated four main garlic groups based on the genomic variations, including two groups that existed in China, CG1 and CG2. Similarly, a previous study proposed two main groups grown in China, that is, the subtropical group that was speculated to originate independently a long time ago from the longicuspis group, and the pekinense group that was consider to diverge from the longicuspis group ~1500 years ago since the introduction into North China [7]. In this study, our genomic evidences distinctly revealed that both CG1 and CG2 diverged from the ancestral group prior to the history of crop domestication by human, and because the sterility causes a reproductive isolation, they are independently domesticated.

This study found that OG accessions had a closer genetic relationship with the accessions of outgroup species, indicating OG accessions have more genetic information of wild progenitor of garlic in their genome than in the genome of accessions from the other three groups. Therefore, although the absence of wild species used in this study, OG accessions should be qualified for evolutionary study as a substitute of wild germplasms. Slightly low nucleotide diversity in OG than in other garlic groups resulted probably from a relatively small population size or a bad randomness of sample in this group. This study revealed little selective genome shared in CG1 and CG2, although three approaches were used to detect the selective signals of genome. Especially, the XP-CLR approach only identified only 1.6 Mb genome that underwent common selection in CG1 and CG2. It is known that XP-CLR is a power tool in detecting ancient selective events [33]. Because garlic is sterile and only can reproduce asexually, the ancient selective events should have been fixed in CG1 and CG2. Moreover, ancient selective events generally result from natural selection. Unlike domesticated selection that frequently focuses on some important regions associated with agronomic traits by human and that results in many common selective regions among different subpopulation of one species, natural selection causes less common selection than domesticated selection in these subpopulations. Therefore, extremely few ancient selection was commonly observed between CG1 and CG2 which further validated their independent domestication.

It is known that there are many species, including garlic, that displayed drastic decrease of population scale, even become extinct during the Younger Dryas period, because of a low temperature environment over a thousand years. Garlic cloves stored plentiful nutrition to supply the seedling; correspondingly, seedlings germinated from large clove are stronger and have a better ability to resist the cold environment. Although accessions of both CG1 and CG2 showed a large clove of bulb, only the accessions of CG1 can overcome the low temperature environment during the Younger Dryas period, to make its population scale expand in that time, whereas the population size of CG2 decline persistently until ~7000 YBP when human have begun to perform the crop domestication. Probably, the large size of clove in the CG1 accessions derived from a natural selection for the purpose of cold environment adaption, whereas the well performance of clove in the CG2 accessions results from a domesticated selection by human. This hypothesis can well explain the differential evolutionary pattern for the clove weight trait in CG1 and CG2. In summary, this study provided us important insights into the evolutionary history of garlic.

## Conclusions

We identified 120,857,927 SNPs and 8,551,841 indels in garlic genome by resequencing of 84 germplasms, representing a valuable resource for the studies of biology and breeding in this economically important crop. Based on the genome-wide variations, we explored the evolutionary history of garlic and found that two groups cultivated in China domesticated independently. Furthermore, we revealed that independent domestication leads to distinct difference of transcriptomic architecture, few overlaps of deleterious substitutions, and differential selections for the bulb traits in these two garlic groups. These findings provide important insights into the evolutionary history of this Allium crop.

## Methods

### Plant materials

Garlic accessions of four researching teams from Institute of Bast Fiber Crops (Chinese Academy of Agricultural Sciences, China), Shandong Agricultural University (China), Northwest A&F University (China), and Shandong Research Center of garlic Engineering (China) were collected, and the redundant accessions were removed. Finally, a diverse collection of 230 garlic accessions and 3 accessions of *Allium ampeloprosum* were obtained. Information about the accessions, including the collected site, country of origin, group, identity of the variety, and GBS sequencing data summary, is provided in Additional file 1: Table S1. All these accessions were grown in two locations of Shandong Province, Jinxiang and Tai’an in 2018 and 2019. For each accession, thirty individuals were used to count the clove number.

### DNA isolation and genome sequencing

Genomic DNA (gDNA) was extracted from fresh leaves of a single plant of each accession using the DNAsecure Plant Kit (TIANGEN). The gDNA quality was checked using agarose gel electrophoresis and concentration was quantified using Qubit 2.0 Flurometer (Life Technologies, CA, USA). At least 1.5 μg of gDNA was used to construct a sequencing library with the TruSeq Nano Sample Prep Kit (Illumina Inc., San Diego, CA, USA) according to the manufacturer’s specifications. In details, the libraries were prepared following these steps: the genomic DNA sample was fragmented by sonication to a size of ~350 bp, then DNA fragments were end-polished, A-tailed, and ligated with the full-length adapters for Illumina sequencing with further PCR amplification. As for the GBS libraries, the genomic DNA was digested using the restriction enzyme *MseI* (New England BioLabs, Ipswich, MA, USA), and then the fragments were ligated to the adapters with barcodes and performed for PCR amplification. At last, PCR products were purified (AMPure XP bead system) and libraries were analyzed for size distribution by Agilent2100 Bioanalyzer and quantified using real-time PCR. Subsequently, sequencing data with 150-bp read length were generated using the Illumina Hiseq X platform.

### Mapping and variant calling

To avoid reads with artificial bias, i.e., low-quality paired reads, which primarily result from base-calling duplicates and adaptor contamination, we removed the low-quality reads using the package FastQC (v.0.11.9) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) with the default parameters. The high-quality reads were aligned to the garlic reference genome (GCA_014155895.2) using Burrows-Wheeler Aligner (BWA) software (v.0.7.8) [34], with the parameters of “mem -t 8 -k 32 -M.” The Alignment results were then converted into BAM format and sorted using the SAMtools (v.1.3) [35]. PCR duplicate reads were removed with SAMtools. If multiple read pairs had identical external coordinates, only the pair with the highest mapping quality was retained. Subsequently, the genomic variants for each sample were identified using the Bayesian approach implemented in the package SAMtools. The variants were further filtered using the following criteria: depth for each individual < 3, genotype quality for each individual < 5, QUAL < 20. For each individual of 84 whole-genome resequencing, we extracted SNPs for subsequent deleterious mutation prediction. We screened out population variants after filtering minor allele frequency (MAF) < 0.05 and population missing ratio > 0.2. All the identified SNPs were then annotated using the package ANNOVAR [36], according to the gene models of garlic genome, and were categorized based on their positions, including exonic regions, intronic regions, intergenic regions, splicing sites, and 1-kb upstream and downstream regions. The variants in coding regions were further categorized based on their functional effects, including synonymous, nonsynonymous, frameshift, non-frameshift, stop gain, and stop loss.

### Analysis of population structure and population diversity

To clarify the phylogenetic relationships among all the accessions, a NJ tree was constructed based on the *p*-distance using the program TreeBest (v1.92) [37], with 1000 bootstrap iterations. PCA was performed using the package GCTA [38]. The significance level of eigenvectors was determined using the Tracy-Widom test. Population structures were investigated using the ADMIXTURE program (version: 1.3.0) [39], and each *K* value was run 10 times with varying random seeds; the Q-matrices were aligned using software pong (version: 1.4.7) [40] and clustered based on the similarity. Then, the matrices belonging to the largest cluster were averaged to produce the final matrix of admixture proportions. To calculate the population diversity, we first screened and removed windows with less than five SNPs. Subsequently, the package VCFtools (v0.1.14) [41] was used to estimate the nucleotide diversity (*θπ*) [42] within each group and the *F*_ST_ between the two groups [43]. Nucleotide diversity was calculated based on 500-kb sliding windows, using genome-wide SNPs. For GBS SNPs, because of a low saturation of them in genome, a windowless model was applied to assess genome-wide nucleotide diversity using them, which effectively avoids the inaccuracy of nucleotide diversity that is caused by numerous windows with few SNPs.

### Demographic history estimation

The per-generation nucleotide mutation rate (*μ*) is firstly estimated by calculating the synonymous divergence (*Ks*) values for all pairs of the single-copy orthologous genes between garlic and *Asparagus officinalis* using the basic model in PAML package [44], according to the formula: *μ* = *Ks*/2*T*, where *T* is the estimated divergence time (80.8 Mya) [11]. Subsequently, we inferred the fluctuation of the effective population size for garlic accessions with SMC++ (v1.15.2) [45] based on a constant generation time of 1 year and *μ* value of 3.84×10^−9^.

### Genome-wide selective sweep scanning

We employed several statistical methods to identify genome-wide selection signals based on the SNP set. Firstly, by comparing the pairwise *F*_ST_ between designed compared patterns with a sliding window (500-kb windows sliding in 125-kb steps), we employed Population Branch Statistic (PBS) approach to detect incompletely selective sweeps over short divergence times [46]. Our approach designed to take advantage of outgroup and used to identify selection targeted on the tested lineage. The PBS was calculated as follows:

$$\left({T}^{TP- Cp}+{T}^{TP- CO}-{T}^{TP- CO}\right)/2$$

where *T* represents the population divergence time in units scaled by the population size, which is the negative log transformed (1 − *F*_ST_) between two populations. TP represents the targeted population, CP indicates the control population, and CO implies the outgroup. We considered the window as the candidate selected regions when PBS value of the comparative sliding windows at a significance of *P* < 0.05 (*Z-*test). Specifically, for comparative pattern of CG1 via OG, the design formula is (*T*^CG1 − OG^ + *T*^CG1 − CG2^ − *T*^OG − CG2^)/2 ; for the pattern of CG2 via OG, the formula is (*T*^CG2 − OG^ + *T*^CG2 − CG1^ − T^OG − CG1^)/2.

Secondly, the test of cross-population composite likelihood ratio (XP-CLR; https://github.com/hardingnj/xpclr) [33] was performed with the following parameters: sliding window size of 0.01 cM, grid size of 50 k, maximum number of SNPs within a window is 100, and correlation value for two SNPs weighted with a cutoff of 0.95. The windows with top 5% XP-CLR score were taken as outliers.

Thirdly, nucleotide diversity (*θπ*) were calculated based on a sliding window (500-kb windows sliding in 125-kb steps) in two populations, A and B. The statistic log_2_ (*θπ*_A_ / *θπ*_B_) was then calculated with respect to A and B populations. An unusually negative value (5% outliers) suggests selection in population A, and the top positive value (5% outliers) indicates selection in population B.

The genetic diversity *π* is a classic statistic to detect signals of selection (especially hard sweeps) by assuming that selected regions show a reduced genetic diversity. PBS method can be viewed as a model-based extension of *F*_ST_, which is very powerful in detecting incomplete selective sweeps over short divergence times [45], while the XP-CLR method is able to detect ancient selective events [33]. Thus, the three methods are compatible and complementary. Finally, a total of 143.0 Mb, 78.0 Mb, and 1.6 Mb genome with selective signals were detected by *θπ* ratio, PBS, and XP-CLR, respectively. As the three methods are good at detecting different selective events, we took the candidates with support from at least two statistics. Subsequently, all candidate regions were assigned to corresponding SNPs and genes.

### Deleterious mutations prediction

We predicted the amino acid substitutions and their effects on protein function for nonsynonymous SNPs of 84 garlic core accessions applying the SIFT algorithm [47]. The amino acid substitution is predicted to be deleterious if the score is ≤ 0.05 and tolerated if the score is > 0.05. Of the deleterious mutations, if the genotype in an individual is homozygous and is different from the referenced genome, we define it to be a homozygous deleterious mutation; if the genotype in an individual is heterozygous, and one of its allele is different that of referenced genome, we define it to be a heterozygous deleterious mutation. According to a previously reported method [48], the ratio of overlapping deleterious mutations between any two accessions was calculated using the following formula:

$$\mathrm{Ratio}=\frac{a+0.5b+0.25c}{d}$$

where *a*, *b*, and *c* indicate the number of deleterious mutations that are homozygous in reference genotype, heterozygous, and homozygous in allele genotype, respectively; *d* indicates the total number of deleterious mutations in two accessions.

### RNA sequencing

The 81 garlic accessions were grown in the farm of Shandong Research Center of Garlic Engineering, Jinxiang, China, in Oct. of 2019, and in the next April, their developmental bulbs were sampled. For each accession, bulbs of five plants were pooled as a sample. In addition, three varieties, Chalingzipisuan, Ershuizao, and Yuanjiangyangsuan, were planted in the farm of Institute of Bast Fiber Crops, Chinese Academy of Agricultural Sciences, China, in Oct. of 2019, and in Feb. and Mar. of 2020, when the bulbs had not initiated to enlarge and were under enlarging growth, respectively, the parts of bulbs were collected. Three individuals were used as three replications. These samples were immediately frozen in liquid nitrogen and stored at −80 °C until use.

Total RNAs were extracted using the Plant RNA extraction Kit, and then were used for constructing the cDNA libraries with a fragment length of 300 bp using a NEBNext® UltraTM RNA Library Prep Kit for Illumina® (New England BioLabs, Ipswich, MA, USA) following the manufacturer’s instructions. Paired-end sequencing was performed for each library using a Hiseq X platform. After trimming the adapter sequences and filtering the low-quality reads, the clean reads were generated for further use.

### Expression analysis

To quantify the transcript abundance in the RNA-sequencing libraries, clean reads from each library were aligned with the garlic reference (GenBank accession: GCA_014155895.2) using hisat2 software (version: 2.2.1.0) [49], with default parameters. The fragments per kilobase per million reads (FPKM) [50] were estimated to quantify the expression level of each gene. Differentially expressed genes between the bulbs under two different growth stages in Chalingzipisuan, Ershuizao, and Yuanjiangyangsuan were determined using the DEseq program (version: 1.18.0) [51], and the expression with more than twofold difference were deemed to be significant (*P* < 0.05). Genes showed expressed differences in two of three investigated varieties were considered as differentially expressed genes with high confidence.

The 81 accessions subjected to RNA sequencing were derived from three groups, i.e., OG, CG1, and CG2, and the detailed RNA sequencing data summary has been provided in Additional file 1: Table S12. For each accession, at least 30 million reads that were mapped into garlic reference were requested. Expression difference of each gene between groups was estimated using the analysis of variance (ANOVA), and the false discovery rate (FDR) was estimated by multiple testing of the *P* value using the Benjamini–Hochberg procedure, and genes with an FDR less than 0.05 were deemed to be significantly differentially expressed genes between groups. If one gene has not any transcript observed in the libraries of accessions of OG, but expresses in more than 90% of accessions of CG1 or CG2, we defined that it emerges expression during garlic evolutionary history. Conversely, if one gene expresses in more than 90% of OG accessions, but there was not any transcript observed in the libraries of accessions of CG1 or CG2, we defined that it loses expression during evolutionary history.

The diversity of transcript abundance of each gene in 81 accessions was estimated by the Shannon-Wiener index (*H*’ value) [23, 52]. To estimate the *H*’ value of transcript abundance for one gene, its average abundance of transcript (*x*) and standard error (*δ*) were calculated in each accession. Then, ten intervals of value were set, with a value difference of 0.5δ, namely, the first interval was “*X*_*1*_ < (*x*−2*δ*),” and the second one was “(*x*−2*δ*) ≤*X*_*2*_ < (*x*−1.5*δ*),” and so on, and the last interval was *X*_*10*_ > (*x*+2*δ*).” Subsequently, the frequency of accession in each interval was counted, using the number of accessions with transcript abundance that fell into the corresponding interval divided by total number of accessions. Finally, the *H’* value of transcript abundance for each gene was calculated using the following formula:

$${H}^{\prime }=-\sum pi{\log}_2 pi$$

where *pi* is the frequency of accession in the *i*th interval.

Association of transcript abundance with phenotypic value of four bulb traits was determined by performing the Pearson correlation analysis in 81 transcriptome-investigated accessions. To determine whether expressed-changed genes between the groups were enriched in the function associated with four bulb traits, genes that showed significant correlation with traits from expression-changed genes and all expressed garlic genes were counted, which have been listed in Additional file 1: Table S13. Then, based on the number of correlated genes and total gene in the set of expression-changed genes and all genes, Fisher’s exact test was used to calculated the *P* value, and an *P* value with less than 0.001 to be considered as a significant enrichment.

### GWAS

All 9,403,677 SNPs (MAF ≥ 0.01, missing rate ≤ 0.5) identified from the GBS sequencing of 230 garlic accessions were used to perform GWAS of clove number trait, based on the efficient mixed model association expedited (EMMAX) program [53]. Population stratification and hidden relatedness were determined using a kinship (*K*) matrix generated using the FaST-LMM program [54]. The *P* value threshold for suggestive association loci was set to 5.32 × 10^–9^, according to the estimation from Bonferroni correction based on the effective number of independent markers [55]. Because of low density of gene in garlic genome (average 282 kb intergenic distance), genes near to the associated signals (within 200 kb) were further analyzed for their expression.

### Overexpression of Asa6G06199.1

Full-length sequence of gene was amplified from a garlic cDNA library by high-fidelity PCR (primer sequences listed in Additional file 1: Table S20 and was ligated into the PBI121 vector, thereby to generate a construct in which CaMV 35S promoter drive an overexpression of *Asa6G06199.1*. Subsequently, the constructed plasmid was introduced into *Agrobacterium tumefaciens* strain GV3101 based on the heat-shock method, and the resultant *Agrobacterium* was infiltrated into Arabidopsis using the floral dip method [56]. Transgenic plants were grown in a greenhouse under conditions of 22 °C and a 9/15-h light/dark photoperiod regime.

### Statistical analysis and phylogenetic analysis of candidate protein

Statistical analysis was performed with the SPSS software. Phylogenetic analysis of candidates and their homologs of other plants was performed with two steps: sequence alignment was carried out using the Clustal program [57], and that an unrooted phylogenetic tree was constructed using the MEGA software using the neighbor-joining (NJ) method and the bootstrap test carried out with 1000 replicates [58].

## Supplementary Information

Additional file 1: Table S1. Basic information for 233 accessions. Table S2. Statistics of variation in 230 garlic accessions from the GBS sequencing. Table S3. Basic information for 84 resequenced accessions. Table S4. Statistics and distribution of SNPs identified from 84 garlic accessions by resequencing. Table S5. Statistics and distribution of small indels identified from 84 garlic accessions by resequencing. Table S6. Divergent genomic regions between CG1 and CG2 (*F*_*ST*_ > 0.5). Table S7. Genomic region with top 5% θ*π* ratio. Table S8. Genomic region with top 5% population branch statistic (PBS) values. Table S9. Genomic region with top 5% XP-CLR values. Table S10. Genes located in the sweep region of CG1 and CG2. Table S11. Genes underwent selection in both CG1 and CG2 groups. Table S12. Statistical data for RNA sequencing of bulbs in 81 accessions. Table S13. Statistical analysis for genes associated with bulb traits. Table S14. Statistical data of SNPs in the genic regions of 84 accessions. Table S15. Statistics of overlap ratio for the deleterious mutations between accessions. Table S16. Summary of deleterious mutation burden in 84 accessions. Table S17. Genetic loci associated with clove number in 230 accessions (*P* < 5.32 ×10^−9^). Table S18. Differentially expressed genes by comparing the profiling of bulbs whose cloves are before enlargement and under enlarging-growth. Table S19. Differentially expressed genes underwent common selection in CG1 and CG2. Table S20. Primer sequences for constructing the overexpressed vector of *Asa6G06199.1.*

Additional file 2: Figure S1. The average proportion of reads with different alignment lengths by mapping the garlic reference in 84 accessions. Sequence reads generated from whole genome resequencing. Figure S2 Distribution of garlic variations. Track i indicates the density of SNPs from Genotype-by-sequencing (GBS), and track ii and iii indicate the density of SNPs and indels from whole-genome sequencing (WGS). Figure S3. The bulbs from three varieties, S41, S59, and S56, which were the accessions of OG, CG1, and CG2, respectively. Figure S4. Effective population size *Ne* of four garlic populations estimated using the GBS SNPs by the SMC++ method. Figure S5. A Venn figure shows the selective gene number by the population branch statistic (PBS, green), the θπ ratio (π_OG_/π_CG_, blue), and the test of cross-population composite likelihood ratio (XP-CLR, yellow). Figure S6. Comparison of gene expression level among three groups. Manhattan plot shows the *P* value for the difference of transcript abundance of each gene between two groups by ANOVA analysis. The y axis indicates the -log10(*P* value). Figure S7. Characterization of *ELF4*-like *Asa2G00681.1*. a, Expression level of *Asa2G00681.1* in the bulbs under enlarging growth (blue column) and un-enlargement (orange column) in three varieties. b, Expression level of *Asa2G00681.1* in the enlarging bulbs of three garlic groups based on the estimation of FPKM value. In the Figure a and b, the y axis indicates the FPKM value, and Ns indicates no significant difference, and ** and *** indicate a significant difference at the level of 0.01 and 0.001, respectively. c, Distribution of the ratio of nucleotide diversity (π_CG_/π_OG_) and *F*_ST_ values in the region of 202.0-204 Mb on chromosome 2. The grey line indicates the position of *Asa2G00681.1*. Figure S8. Correlation between the transcript abundance of five selective candidates and the clove weight traits in 81 accessions. The number in the top right panes (green dashed box) represents the correlation coefficient, and the red and blue circle indicates the negative and positive correlation, respectively; *** indicated a significance at 0.001 level. The column diagram in the diagonal panes shows the distribution of trait phenotype and expression FPKM value of genes, in which the red line indicates a distribution trend. The scatter plot in the bottom left panes (purple dashed box) shows the correlation between the transcript abundances and the clove weight traits in 81 accessions, where the red line indicates a trend. Figure S9. Number of heterozygous and homozygous deleterious mutations in 84 garlic accessions and three groups (OG, CG1, CG2). Each box represents the mean and interquartile range. Figure S10. Distribution of deleterious allele frequency in 84 garlic accessions. Figure S11. Correlation between the transcript abundance of three selective candidates and the clove number traits in 81 accessions. The number in the top right panes (green dashed box) represents the correlation coefficient, and the red and blue circles indicate negative and positive correlation, respectively; ** and *** indicate a significance at 0.01 and 0.001 level. The column diagram in the diagonal panes shows the distribution of trait phenotype and expression FPKM value of genes, in which the red line indicates a distribution trend. The scatter plot in the bottom left panes (purple dashed box) shows the correlation between the transcript abundances and the clove number traits in 81 accessions, where the red line indicates a trend. Figure S12. Comparison of deleterious mutations burden in the coding region of *Asa2G00245.1* among OG, CG1 and CG2. Figure S13 Whole genome association analysis of the clove number trait in 230 garlic accessions. Purple arrows indicate the associated position with significant signal (*P* < 5.32 ×10^−9^). The gene under associated loci indicates that it is near to the associated signal (within 200 kb), and its expression shows the significant correlation with the clove number trait in 81 transcriptome-examined accessions, and is considered as the candidate of corresponding loci. *, **, and *** represent the significant association at the level of 0.05, 0.01, and 0.001, respectively. Figure S14. Expression level of Asa2G000503.1 in the enlarging bulbs of three garlic groups based on the estimation of FPKM value. *, and ** indicate the significant difference at the level of 0.05 and 0.01, respectively. Figure S15. Differentially expressed genes (DEGs) in the bulbs whose cloves are before enlargement and under enlarging-growth in three varieties, Ershuizao (a), Chalingzipisuan (b), and Yuanjiangyangsuan (c). Orange dots represent genes with more transcripts in the library of enlarging bulbs, green dots represent genes with fewer transcripts in the library of enlarging bulbs, and grey dots indicate genes whose expression are not changed significantly. d, Venn diagram of differentially expressed genes from three varieties. Figure S16. A putative model for clove enlarging growth is proposed according to the orthologous analysis, in which 38 and 7 differentially expressed genes are the homologous genes involved in the photoperiod and gibberellin signal pathway. Heatmap shows the expressed difference of candidates between the bulbs whose cloves are under enlarging-growth (EB) and un-enlargement (UB). Figure S17. Phylogenetic tree of FT and FT-like proteins from six species, including garlic (blue), onion (green), Arabidopsis (purple), rice (orange), potato (black), and tomato (pink). Figure S18. Comparison of the flowering time between wild (right) and *Asa06G06199.1*-overexpressed Arabidopsis (left). Figure S19. Phylogenetic relation of garlic BEL1-like Homeodomain (BELL) members and Arabidopsis and tomato homologs, AtATH1, AtPNY, AtPNF, and StBEL5. The proteins of garlic, Arabidopsis and tomato are indicated by blue, green, and pink circle. Figure S20. Phylogenetic tree of DELLA proteins from three species, including garlic (blue), Arabidopsis (green), and rice (orange). Figure S21. Distribution of the ratio of nucleotide diversity (*π*_CG_/*π*_OG_) and *F*_ST_ values in the region near to the bulb traits-related candidates, which underwent selection in either CG1 or CG2.

Additional file 3:. Review history.

## Data Availability

The reported variation data from GBS and whole-genome sequencing have been deposited in the Genome Variation Map (GVM) in Big Data Center, Beijing Institute of Genomics (BIG), Chinese Academy of Science, under the project accession PRJCA006629 [59]. The sequence reads of transcriptome and the expression data have been deposited in the NCBI GEO database under the accession numbers GSE186042 [60] and GSE211495 [61]. The garlic assembly that was used as the reference sequence for SNP calling and expression quantifying was downloaded from NCBI database under the accession number PRJNA60638 [13].

# Supplementary material for: Genomic insights into the evolutionary history and diversification of bulb traits in garlic
**Source:** Genome Biol. 2022 Sep 7;23:188. doi: 10.1186/s13059-022-02756-1
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. The average proportion of reads with different alignment lengths by mapping the garlic reference in 84 accessions. Sequence reads generated from whole genome resequencing. Figure S2 Distribution of garlic variations. Track i indicates the density of SNPs from Genotype-by-sequencing (GBS), and track ii and iii indicate the density of SNPs and indels from whole-genome sequencing (WGS). Figure S3. The bulbs from three varieties, S41, S59, and S56, which were the accessions of OG, CG1, and CG2, respectively. Figure S4. Effective population size Ne of four garlic populations estimated using the GBS SNPs by the SMC++ method. Figure S5. A Venn figure shows the selective gene number by the population branch statistic (PBS, green), the θπ ratio (πOG/πCG, blue), and the test of cross-population composite likelihood ratio (XP-CLR, yellow). Figure S6. Comparison of gene expression level among three groups. Manhattan plot shows the P value for the difference of transcript abundance of each gene between two groups by ANOVA analysis. The y axis indicates the -log10(P value). Figure S7. Characterization of ELF4-like Asa2G00681.1. a, Expression level of Asa2G00681.1 in the bulbs under enlarging growth (blue column) and un-enlargement (orange column) in three varieties. b, Expression level of Asa2G00681.1 in the enlarging bulbs of three garlic groups based on the estimation of FPKM value. In the Figure a and b, the y axis indicates the FPKM value, and Ns indicates no significant difference, and ** and *** indicate a significant difference at the level of 0.01 and 0.001, respectively. c, Distribution of the ratio of nucleotide diversity (πCG/πOG) and FST values in the region of 202.0-204 Mb on chromosome 2. The grey line indicates the position of Asa2G00681.1. Figure S8. Correlation between the transcript abundance of five selective candidates and the clove weight traits in 81 accessions. The number in the top right panes (green dashed box) represents the

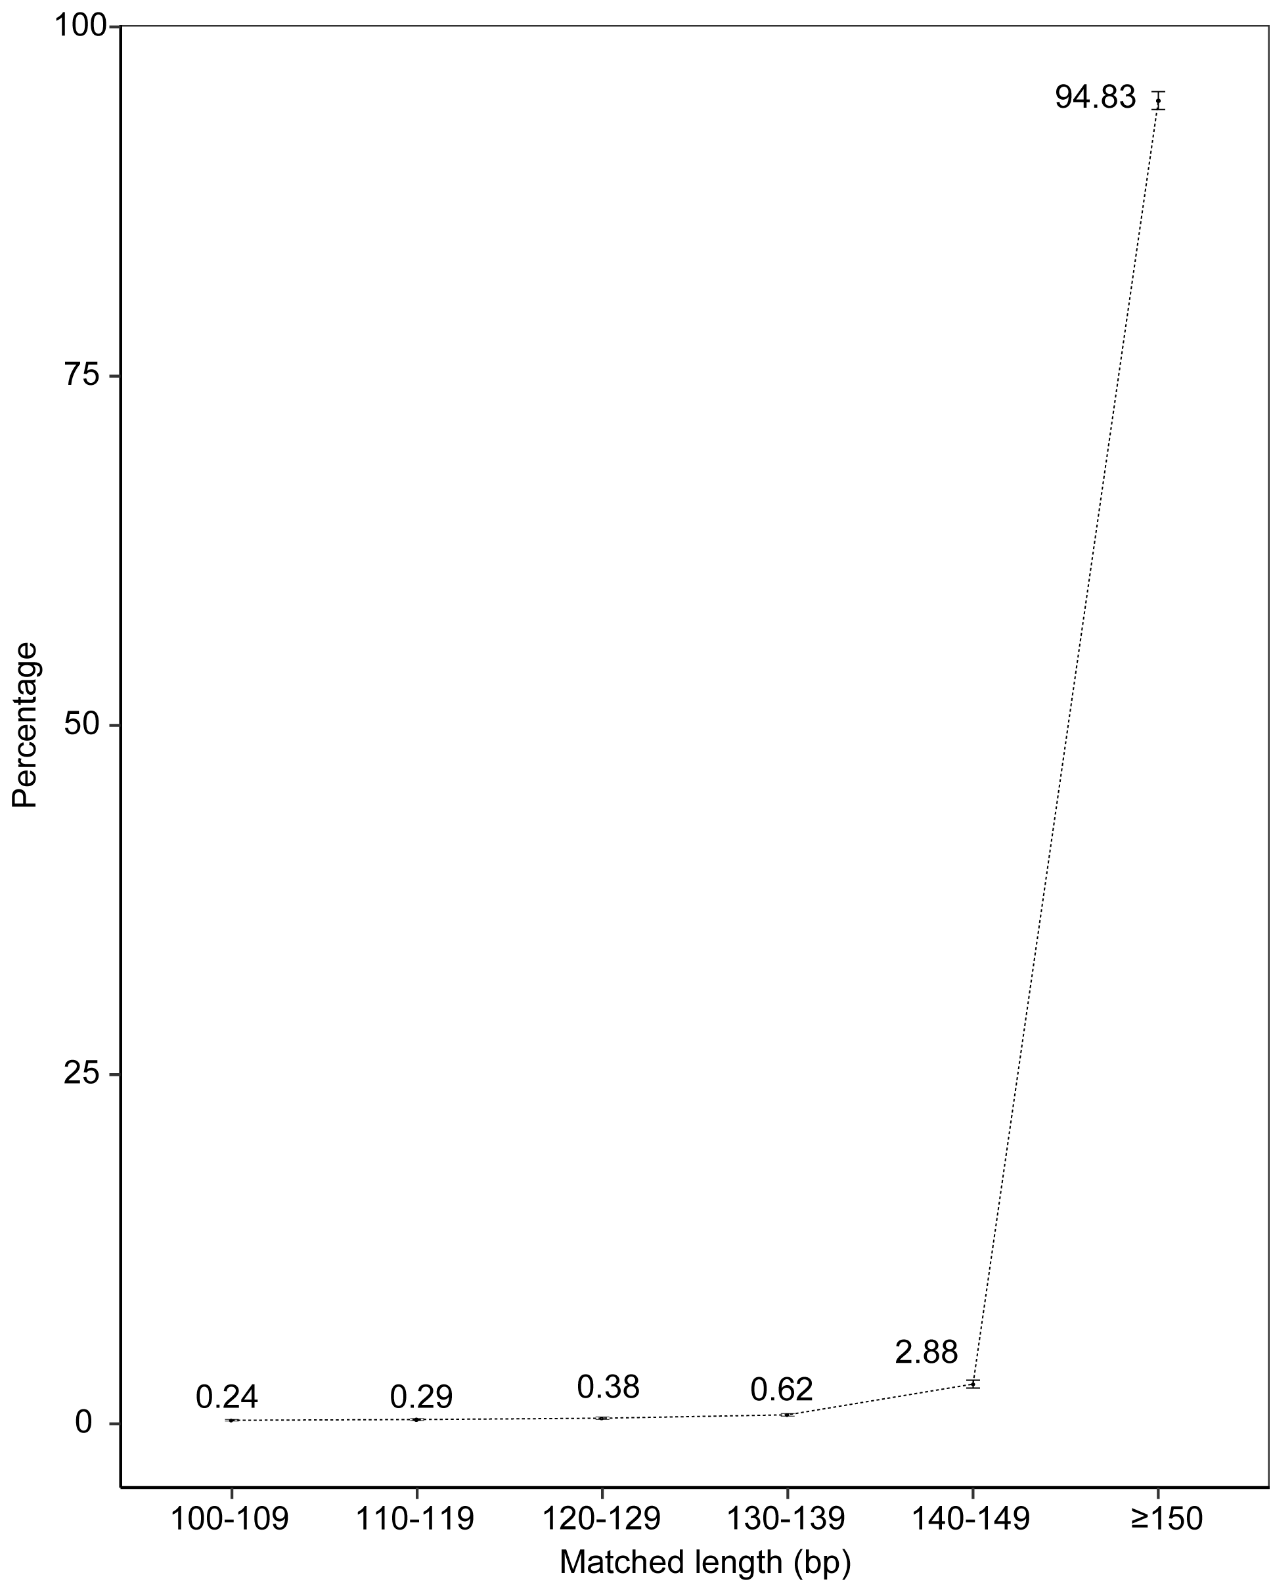

**Fig. S1** The average proportion of reads with different alignment lengths by mapping the garlic reference in 84 accessions. Sequence reads generated from whole genome resequencing.

**
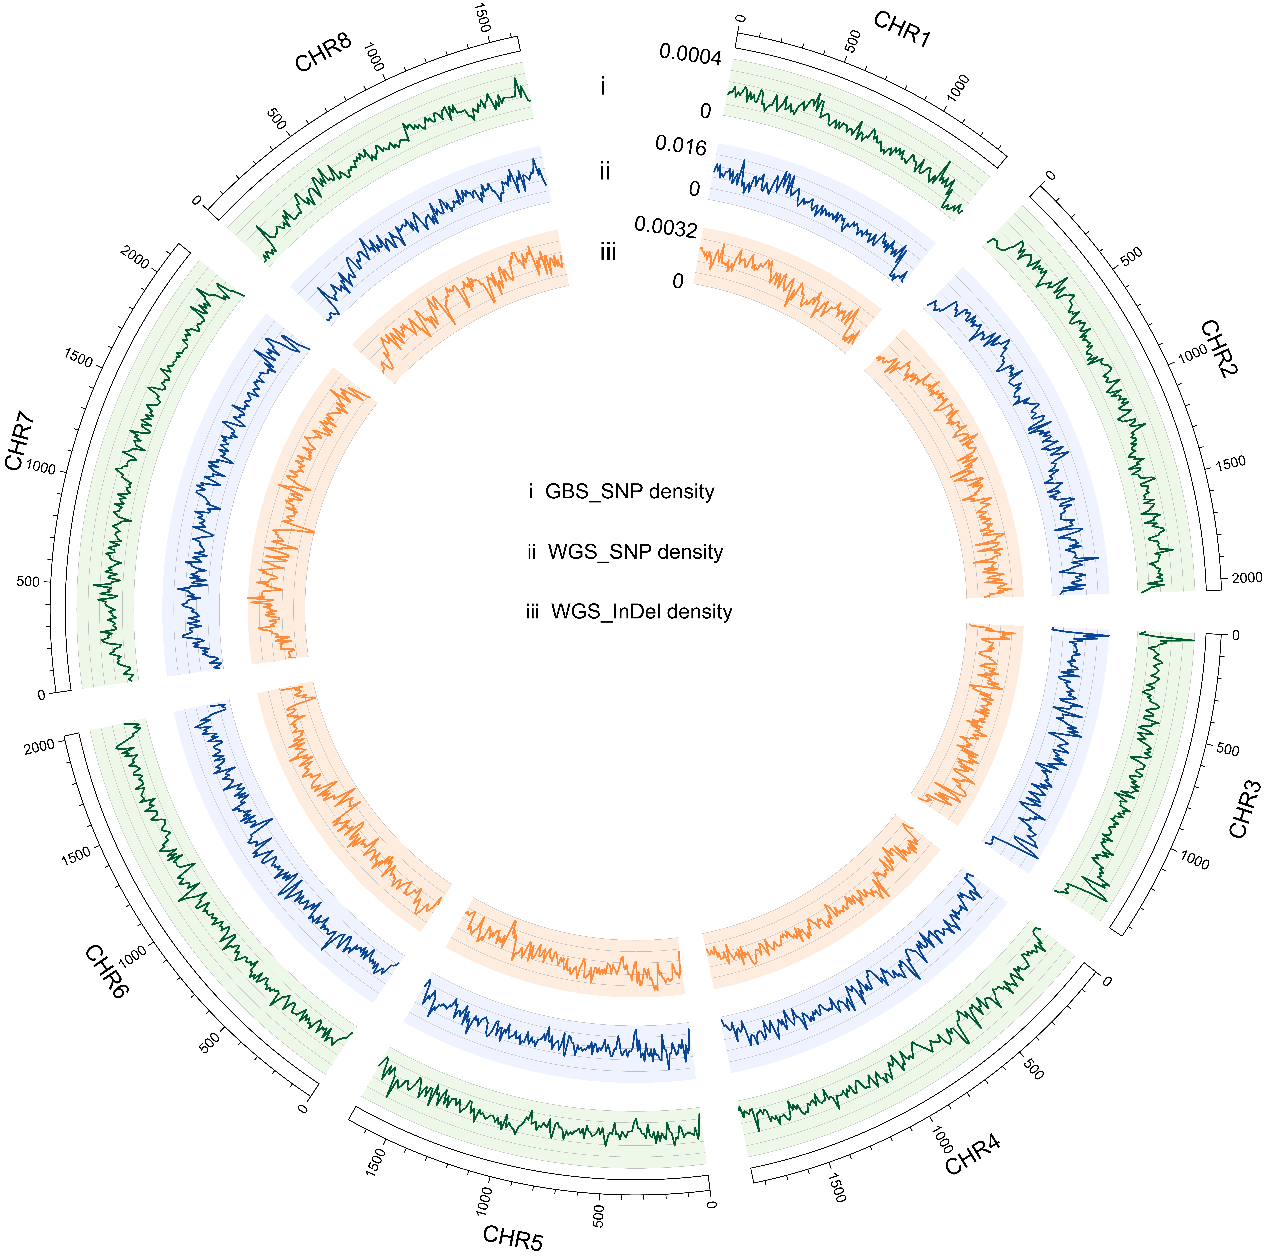
**

**Fig. S2** Distribution of garlic variations. Track i indicates the density of SNPs from Genotype-by-sequencing (GBS), and track ii and iii indicate the density of SNPs and indels from whole-genome sequencing (WGS).

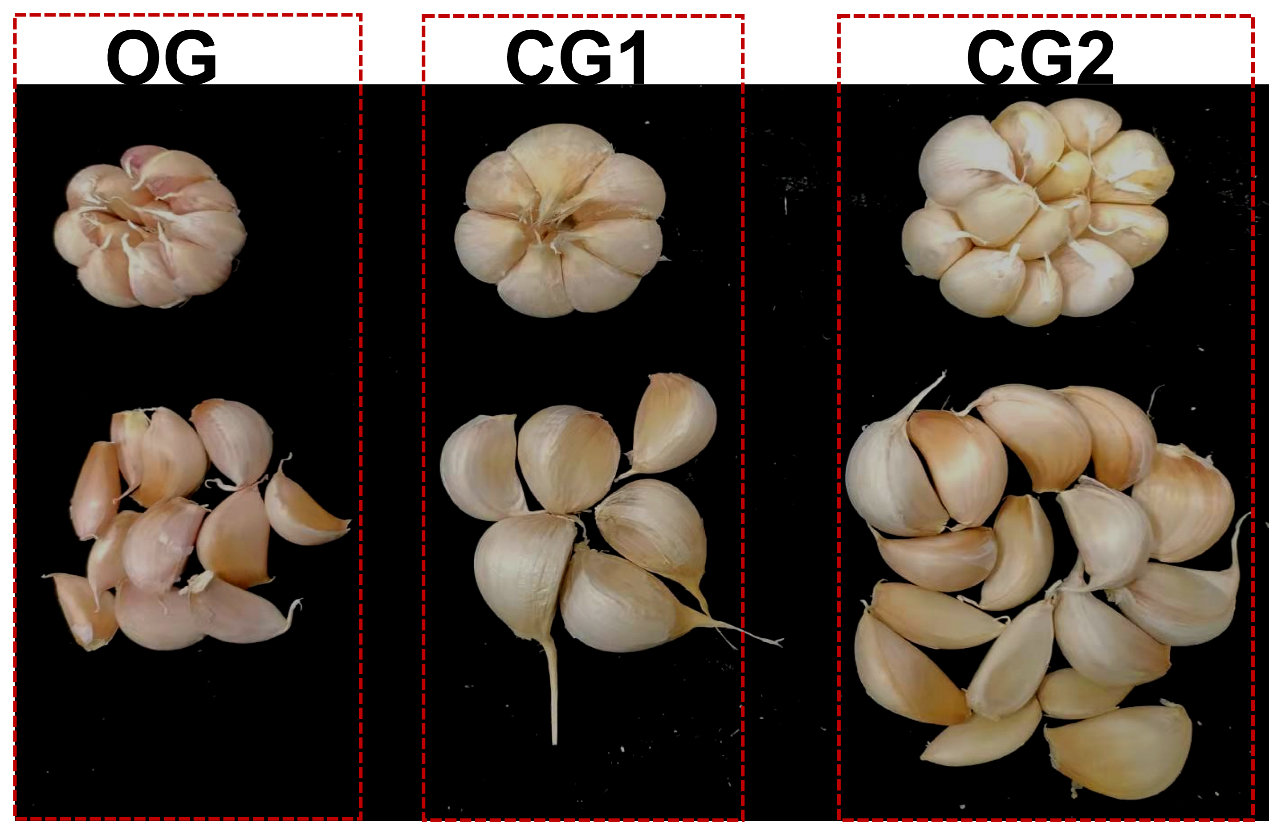

**Fig. S3** The bulbs from three varieties, S41, S59, and S56, which were the accessions of OG, CG1, and CG2, respectively.

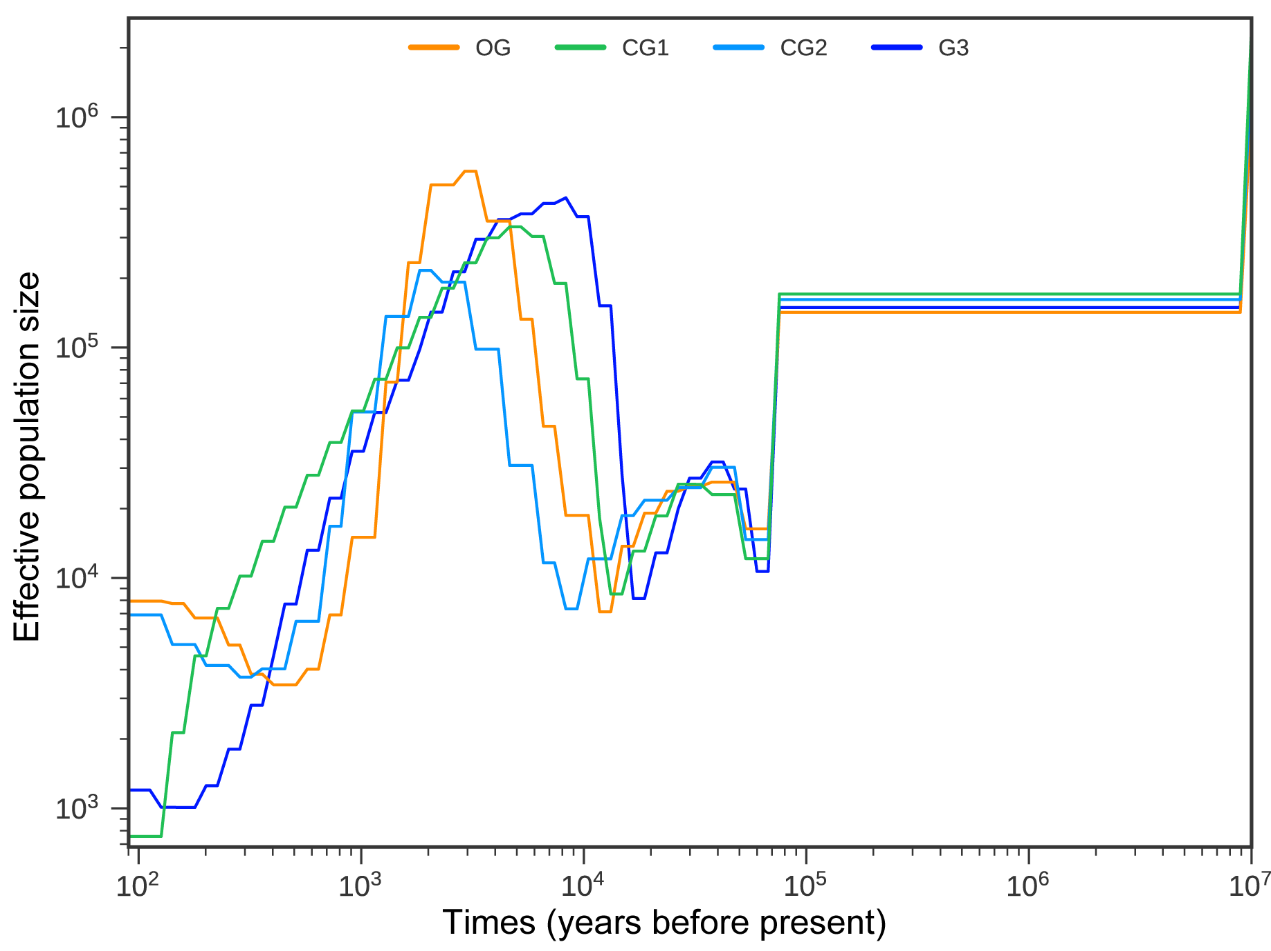

**Fig. S4** Effective population size *Ne* of four garlic populations estimated using the GBS SNPs by the SMC++ method.

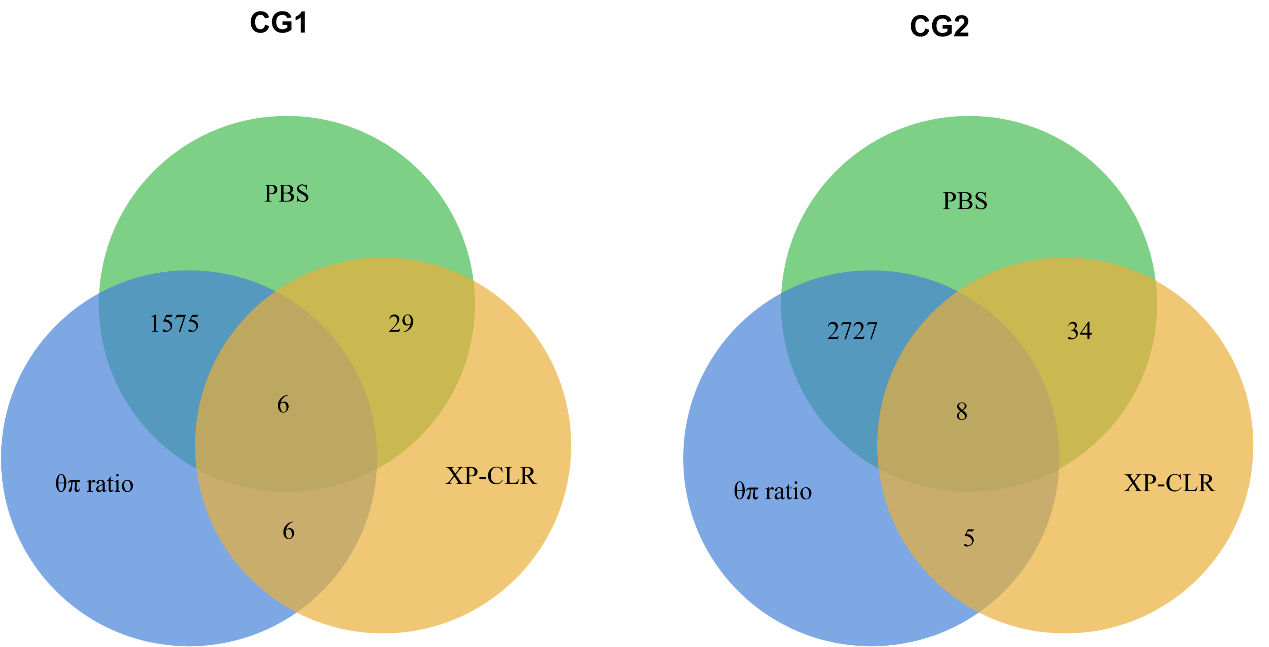

**Fig. S5** A Venn figure shows the selective gene number by the population branch statistic (PBS, green), the θπ ratio (π_OG_/π_CG_, blue), and the test of cross-population composite likelihood ratio (XP-CLR, yellow).

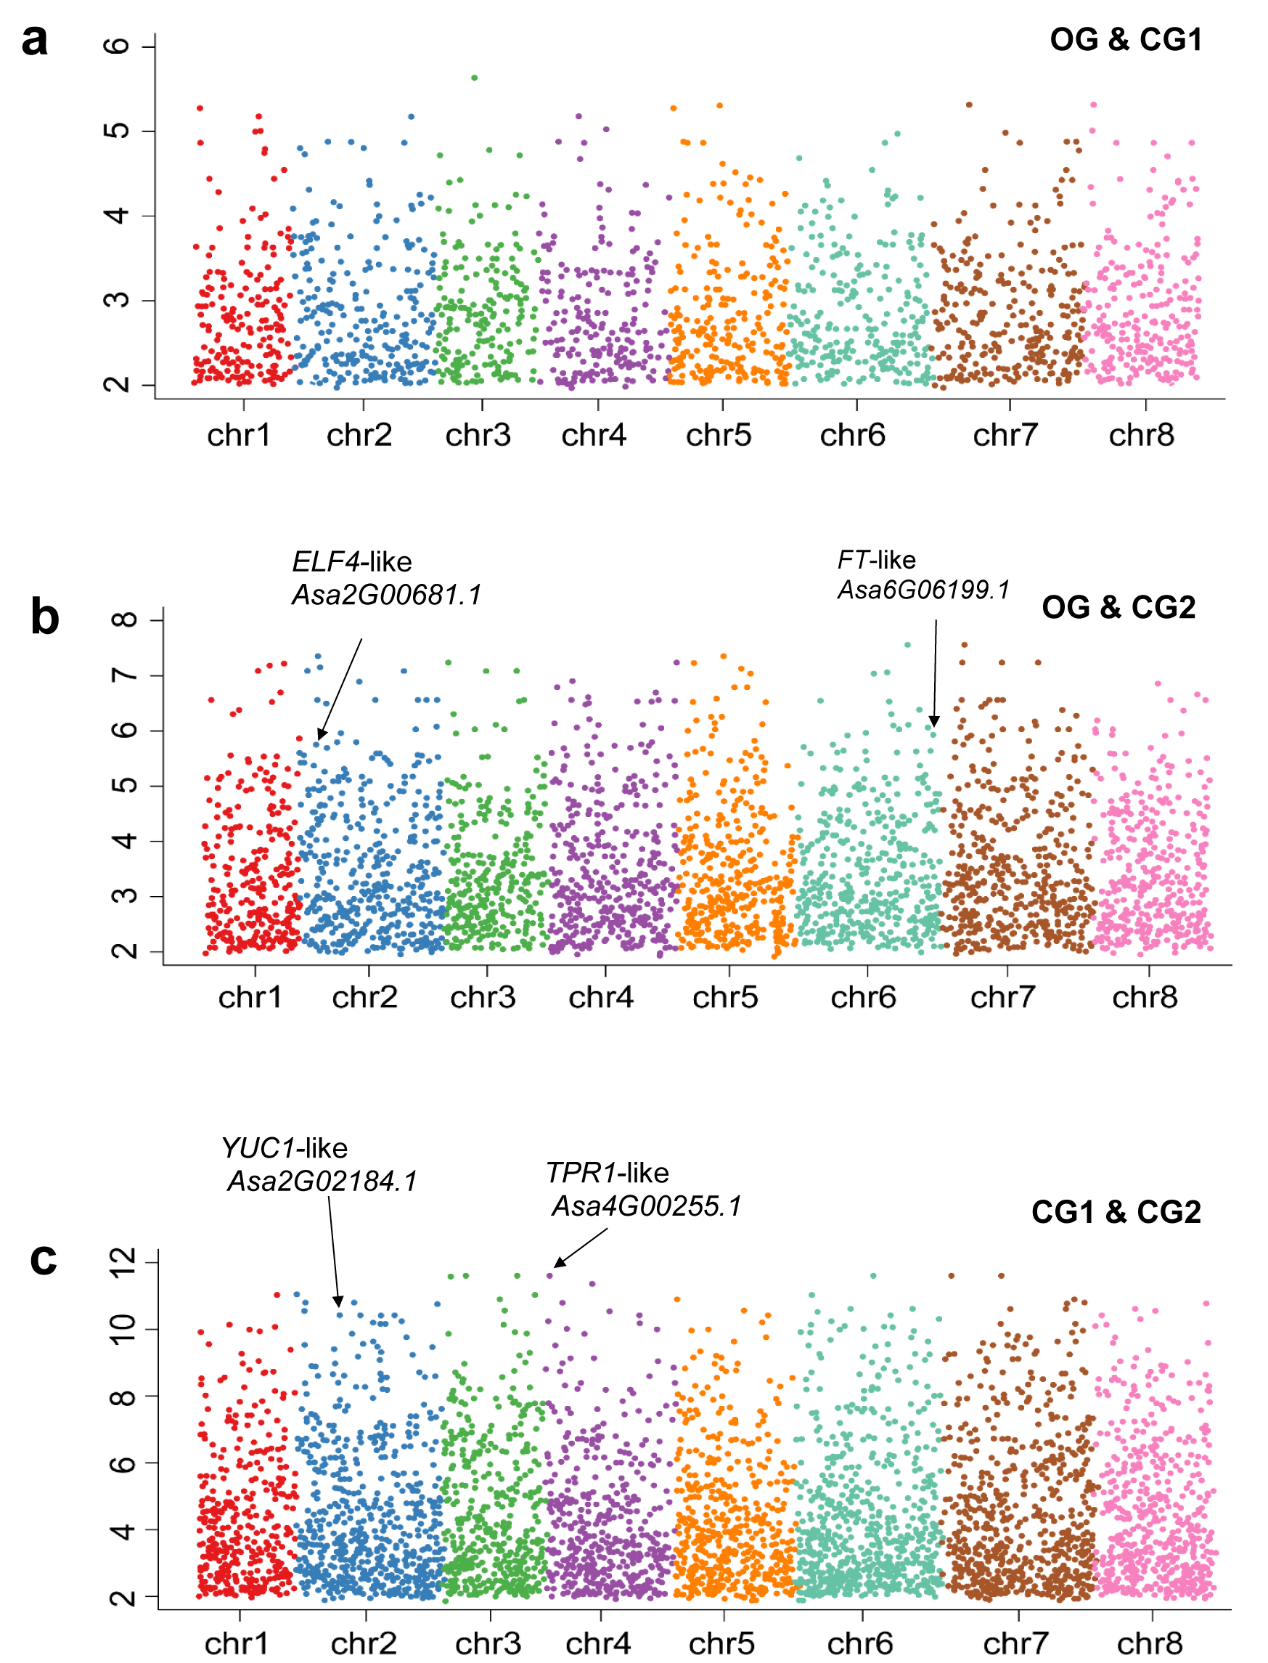

**Fig. S6** Comparison of gene expression level among three groups. Manhattan plot shows the *P* value for the difference of transcript abundance of each gene between two groups by ANOVA analysis. The y axis indicates the -log10(*P* value).

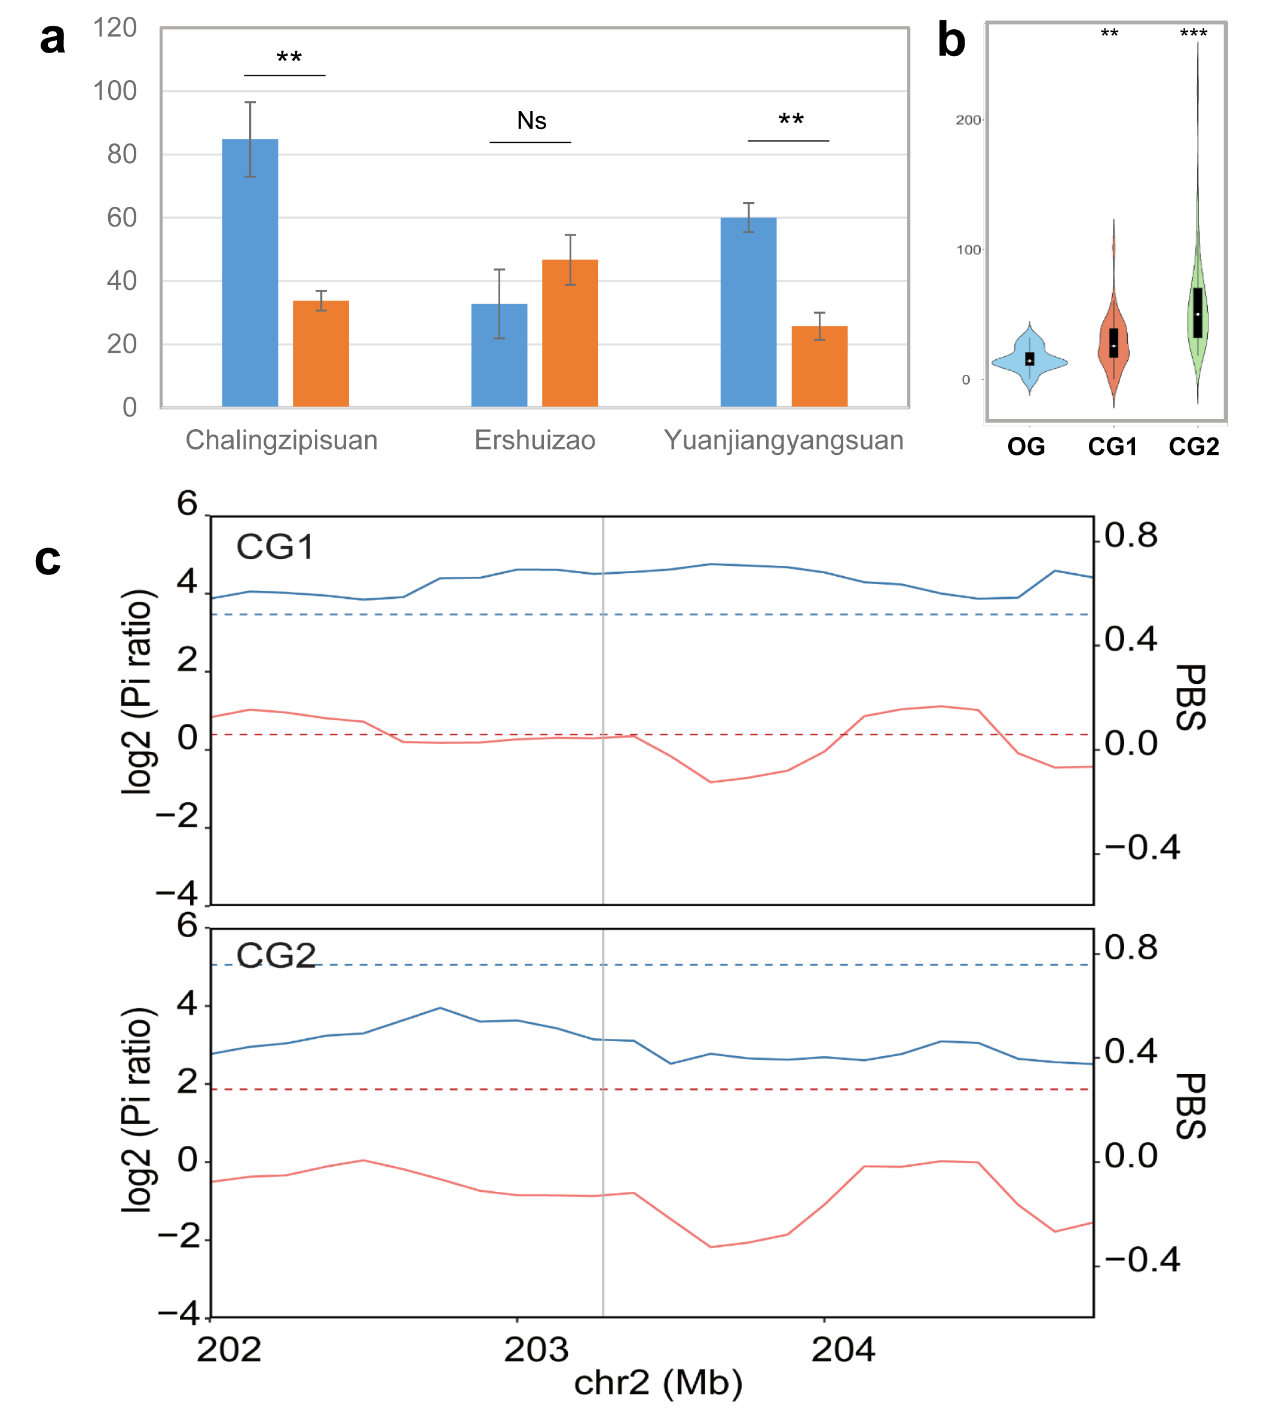

**Fig. S7** Characterization of *ELF4*-like *Asa2G00681.1*. **a**, Expression level of *Asa2G00681.1* in the bulbs under enlarging growth (blue column) and un-enlargement (orange column) in three varieties. **b**, Expression level of *Asa2G00681.1* in the enlarging bulbs of three garlic groups based on the estimation of FPKM value. In the Figure **a** and **b**, the y axis indicates the FPKM value, and Ns indicates no significant difference, and ** and *** indicate a significant difference at the level of 0.01 and 0.001, respectively. **c**, Distribution of the ratio of nucleotide diversity (π_CG_/π_OG_) and *F*_ST_ values in the region of 202.0-204 Mb on chromosome 2. The grey line indicates the position of *Asa2G00681.1*.

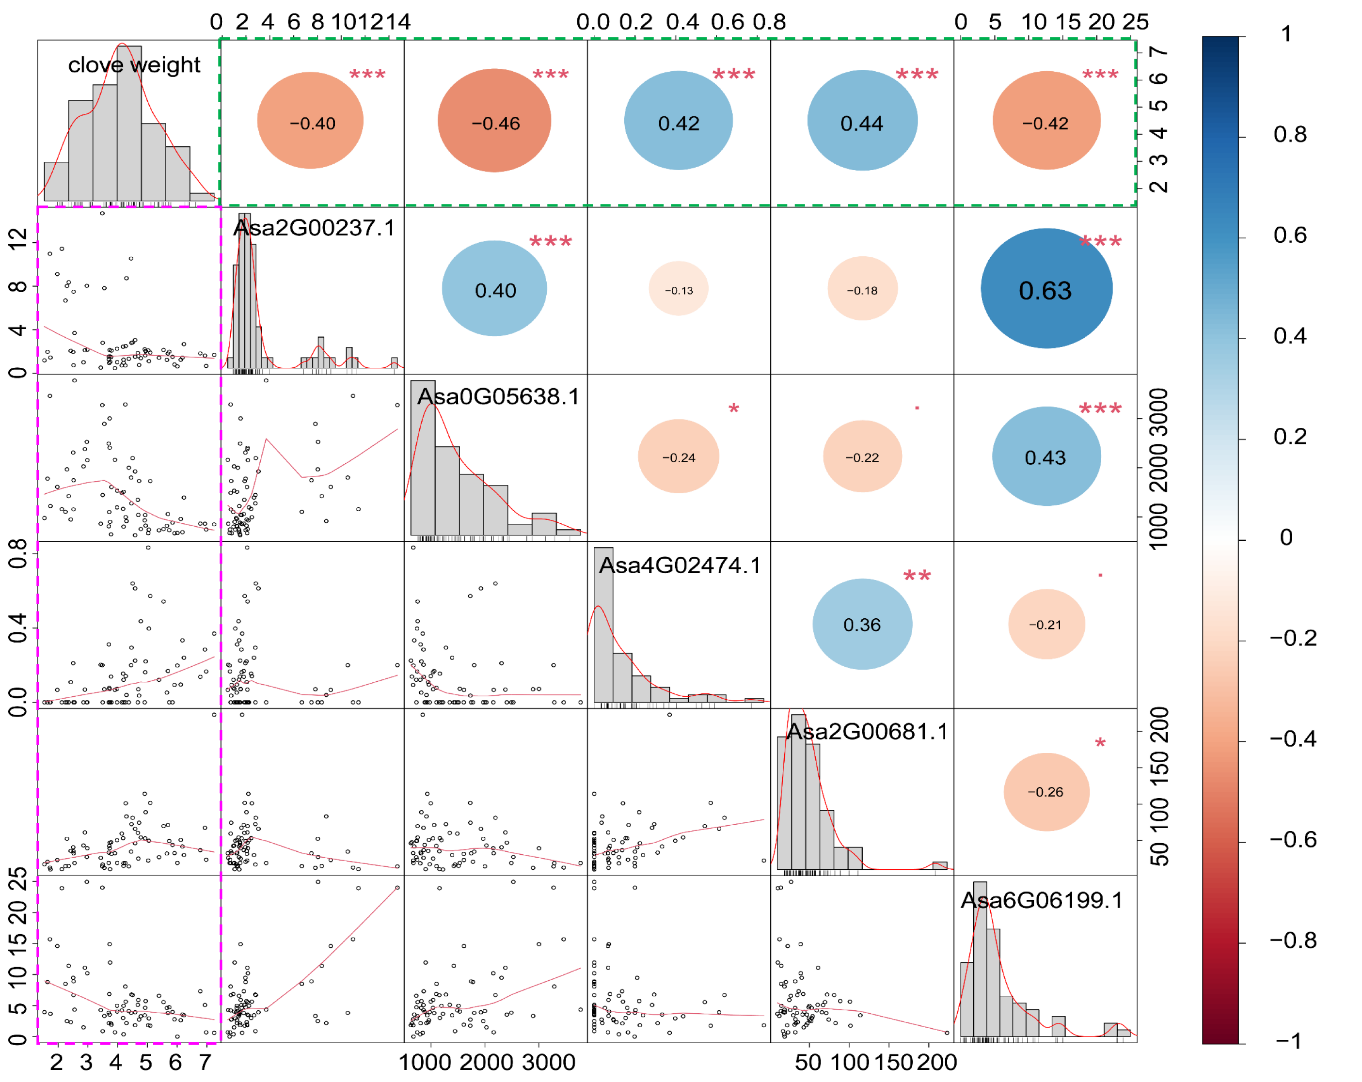

**Fig. S8** Correlation between the transcript abundance of five selective candidates and the clove weight traits in 81 accessions. The number in the top right panes (green dashed box) represents the correlation coefficient, and the red and blue circle indicates the negative and positive correlation, respectively; *** indicated a significance at 0.001 level. The column diagram in the diagonal panes shows the distribution of trait phenotype and expression FPKM value of genes, in which the red line indicates a distribution trend. The scatter plot in the bottom left panes (purple dashed box) shows the correlation between the transcript abundances and the clove weight traits in 81 accessions, where the red line indicates a trend.

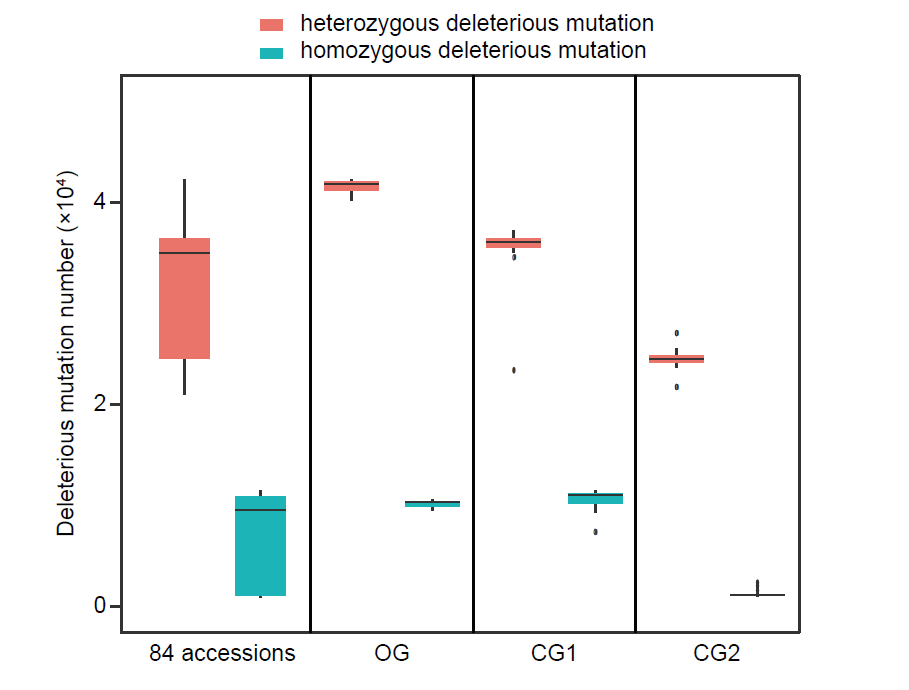

**Fig. S9** Number of heterozygous and homozygous deleterious mutations in 84 garlic accessions and three groups (OG, CG1, CG2). Each box represents the mean and interquartile range.

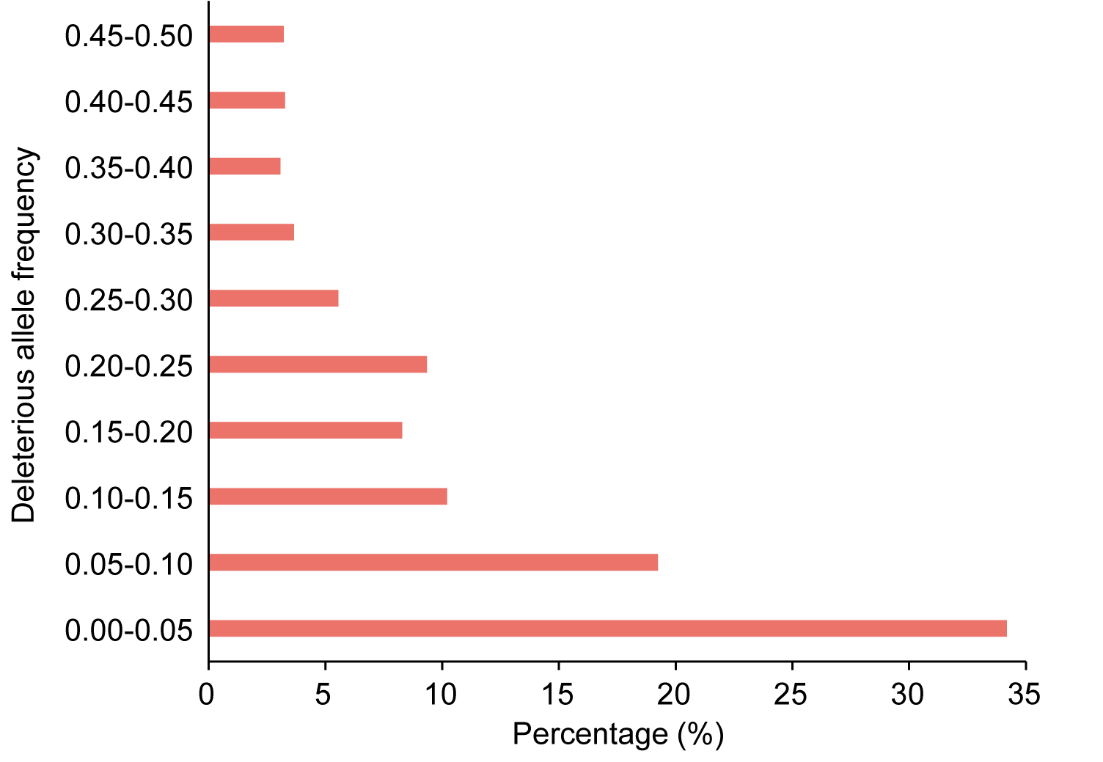

**Fig. S10** Distribution of deleterious allele frequency in 84 garlic accessions

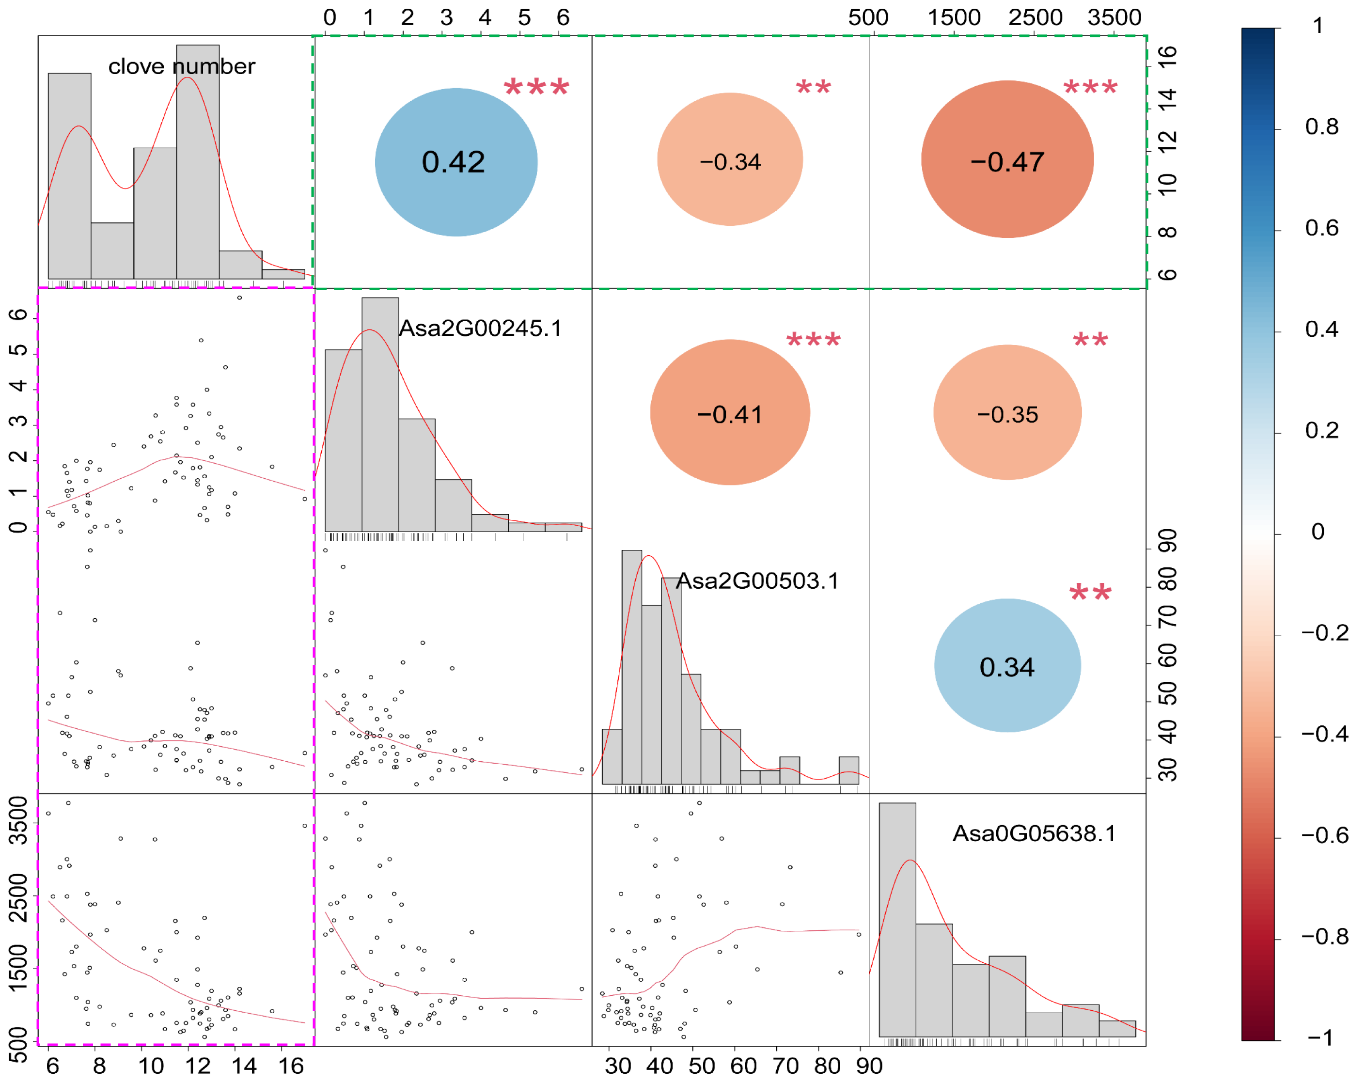

**Fig. S11** Correlation between the transcript abundance of three selective candidates and the clove number traits in 81 accessions. The number in the top right panes (green dashed box) represents the correlation coefficient, and the red and blue circles indicate negative and positive correlation, respectively; ** and *** indicate a significance at 0.01 and 0.001 level. The column diagram in the diagonal panes shows the distribution of trait phenotype and expression FPKM value of genes, in which the red line indicates a distribution trend. The scatter plot in the bottom left panes (purple dashed box) shows the correlation between the transcript abundances and the clove number traits in 81 accessions, where the red line indicates a trend.

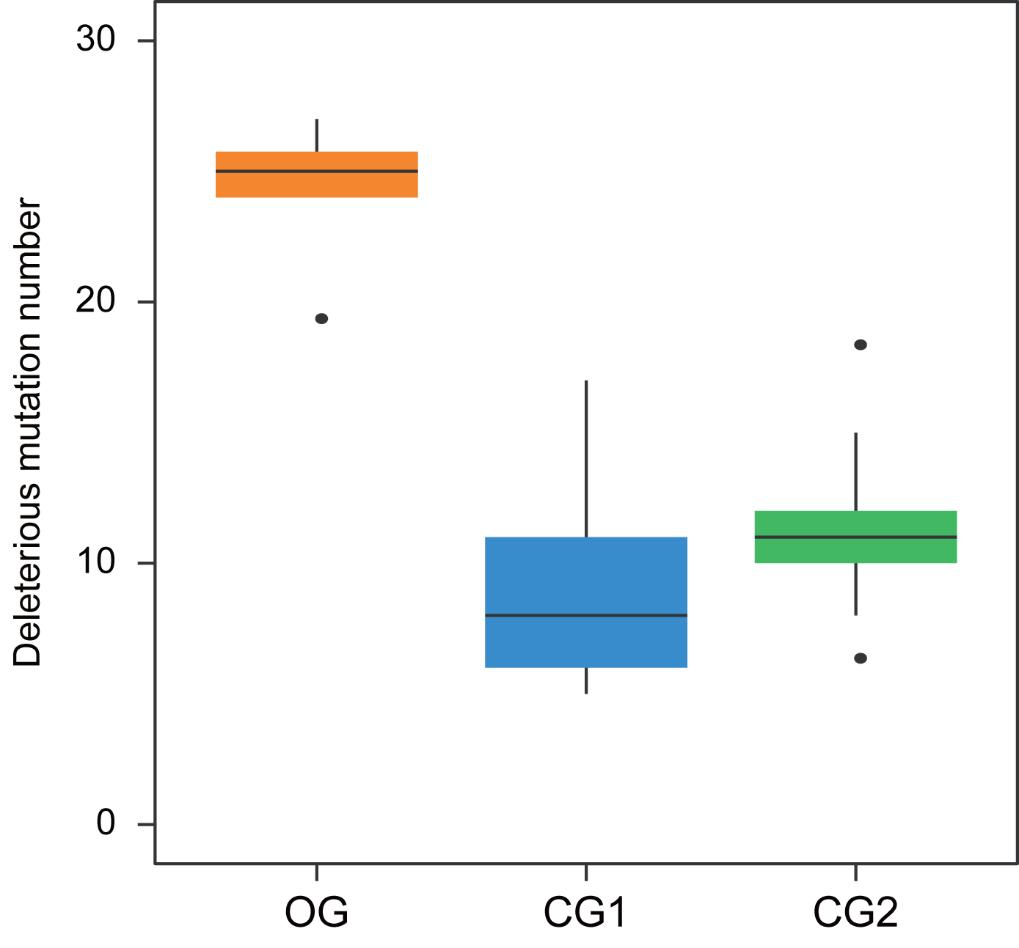

**Fig. S12** Comparison of deleterious mutations burden in the coding region of *Asa2G00245.1* among OG, CG1 and CG2.

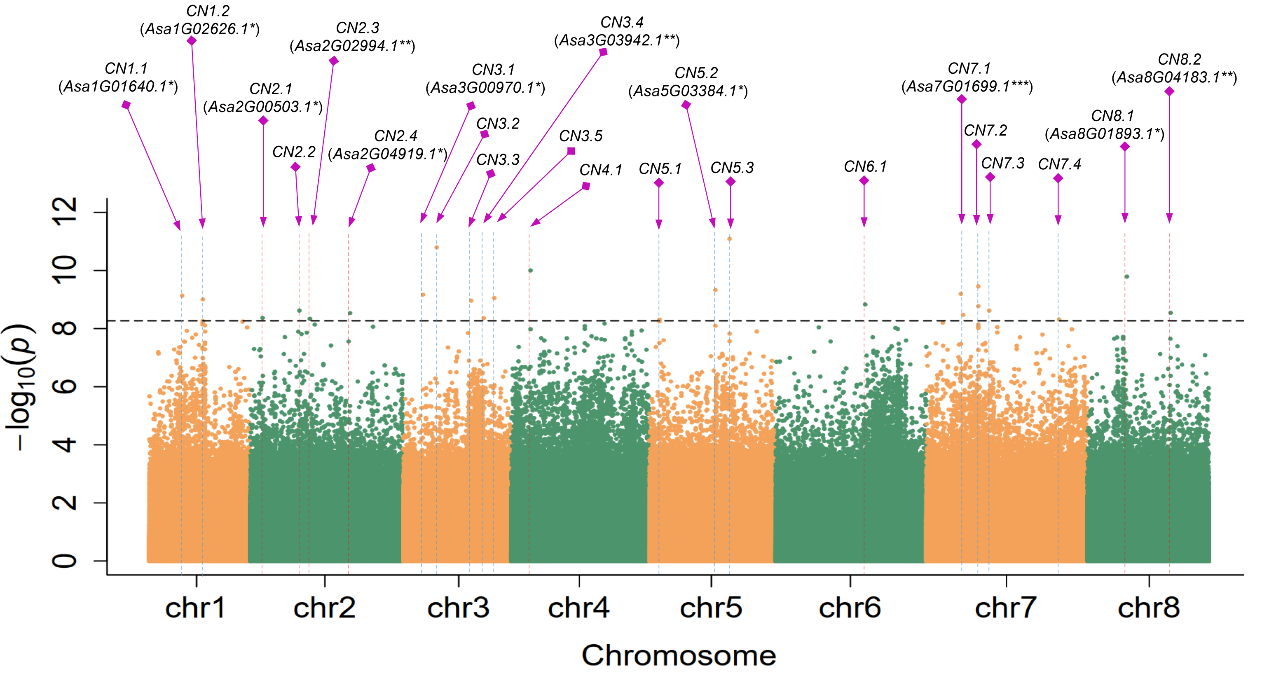

**Fig. S13** Whole genome association analysis of the clove number trait in 230 garlic accessions. Purple arrows indicate the associated position with significant signal (*P* < 5.32 ×10^-9^). The gene under associated loci indicates that it is near to the associated signal (within 200 kb), and its expression shows the significant correlation with the clove number trait in 81 transcriptome-examined accessions, and is considered as the candidate of corresponding loci. *, **, and *** represent the significant association at the level of 0.05, 0.01, and 0.001, respectively.

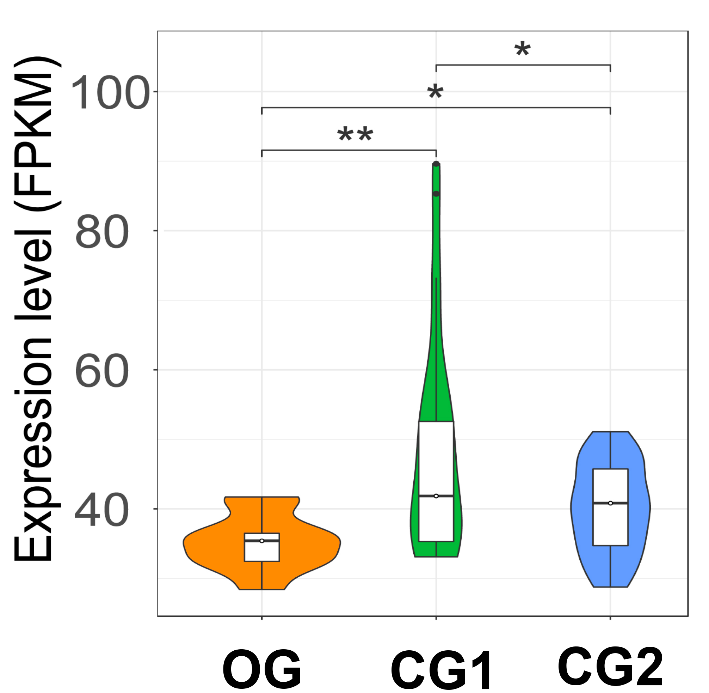

**Fig. S14** Expression level of *Asa2G000503.1* in the enlarging bulbs of three garlic groups based on the estimation of FPKM value. *, and ** indicate the significant difference at the level of 0.05 and 0.01, respectively.

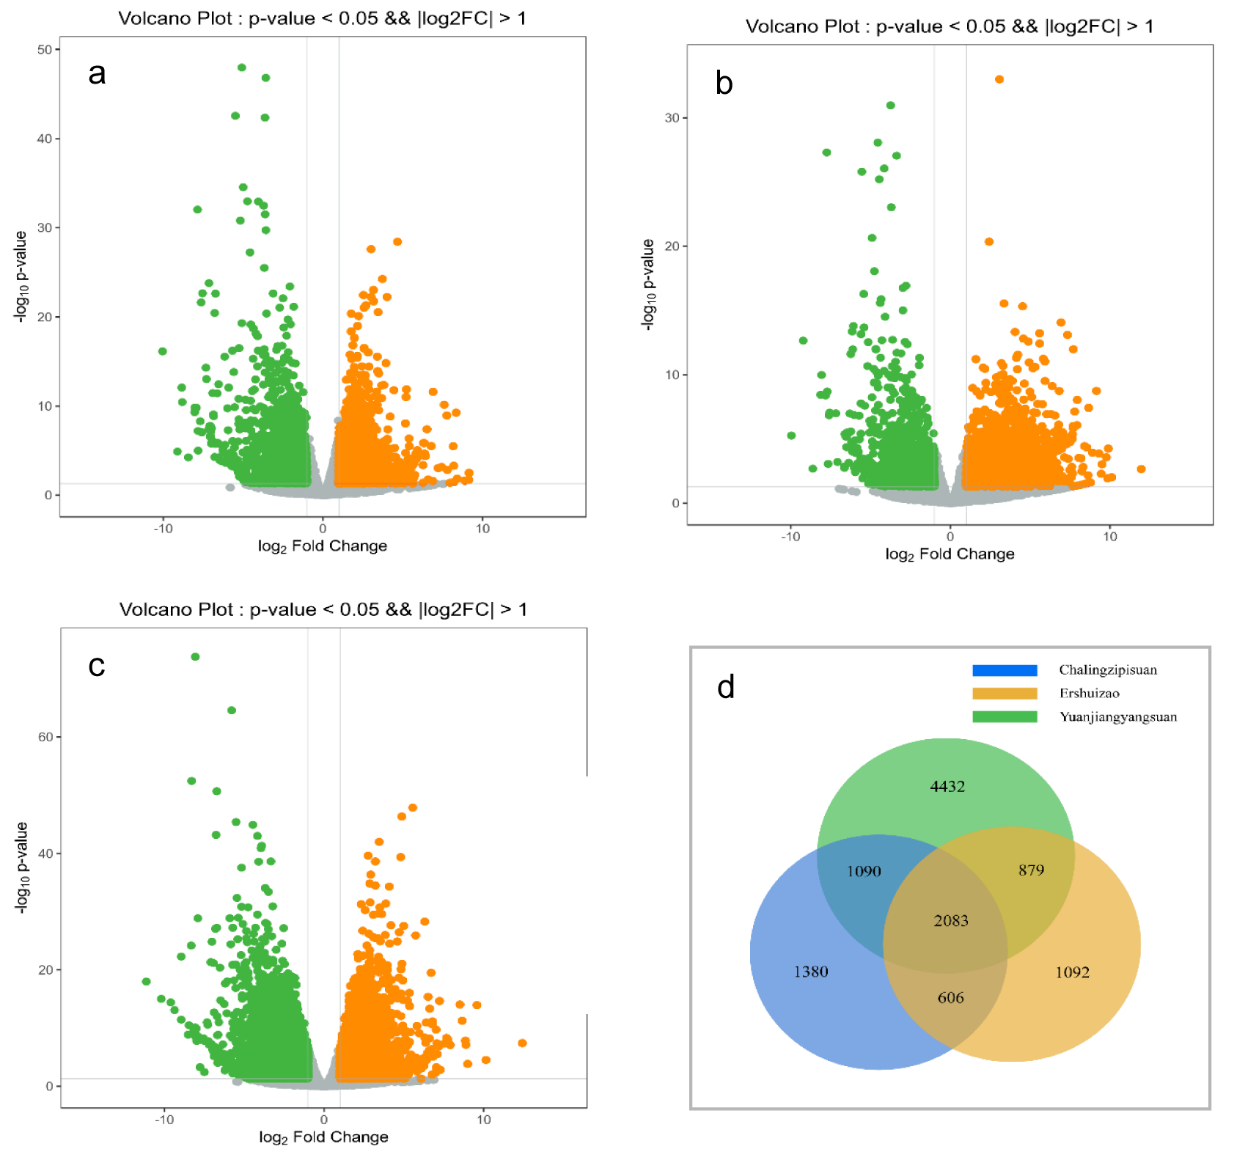

**Fig. S15** Differentially expressed genes (DEGs) in the bulbs whose cloves are before enlargement and under enlarging-growth in three varieties, Ershuizao (**a**), Chalingzipisuan (**b**), and Yuanjiangyangsuan (**c**). Orange dots represent genes with more transcripts in the library of enlarging bulbs, green dots represent genes with fewer transcripts in the library of enlarging bulbs, and grey dots indicate genes whose expression are not changed significantly. **d**, Venn diagram of differentially expressed genes from three varieties.

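In Chalingzipisuan 29056 genes were tested, of which 3403 were called as differentially expressed, 1337 with more and 2066 with fewer transcripts in enlarging bulbs. In Ershuizao 3840 of 29639 tested genes were called (1574 with more and 2266 with fewer transcripts), and in Yuanjiangyangsuan 7590 of 27673 (3275 with more and 4315 with fewer). The share of called genes with more transcripts was 39.3%, 41.0% and 43.1%, and the furthest that another scaling moved it was to 49.5% in Yuanjiangyangsuan under quantile normalization. With P adjusted for all genes tested by limma, 69, 1398 and 6915 genes passed in these 3 varieties. P alone without a fold threshold was passed by 5350, 7908 and 13161 genes, where tests without any change would give 1453, 1482 and 1384. The median standard error of the log2 fold change was 0.33, 0.28 and 0.28. The number for Chalingzipisuan depended on single libraries. It was 6597 without enlarging replicate 3, of which 3089 had been called with it, and 2159 and 2142 without enlarging replicates 1 and 2, and 2185 without replicate 1 before enlargement. The number that passed at adjusted P in Chalingzipisuan was 5171 without enlarging replicate 3, 4 without enlarging replicate 1, 2 without replicate 1 before enlargement, and 0 without enlarging replicate 2 or without replicate 2 or 3 before enlargement, where 2142, 2985 and 2792 genes were called at unadjusted P. In Ershuizao the number at adjusted P was 662, 114 and 35 without replicates 1, 2 and 3 before enlargement and 367, 3344 and 515 without enlarging replicates 1, 2 and 3. At unadjusted P, leaving out each library in turn gave 2853 to 4952 genes in Ershuizao and 6456 to 8385 in Yuanjiangyangsuan. In the overlaps of the 3 sets, 716 genes were called in Chalingzipisuan only, 941 in Ershuizao only and 4267 in Yuanjiangyangsuan only. Further, 300 were called in Chalingzipisuan and Ershuizao, 724 in Chalingzipisuan and Yuanjiangyangsuan, 936 in Ershuizao and Yuanjiangyangsuan, and 1663 in all 3. A test with limma voom on the recovered fragments, chosen after seeing the data, called 3475, 4328 and 8152 genes, of which 3080, 3649 and 7242 were also called from the FPKM values.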

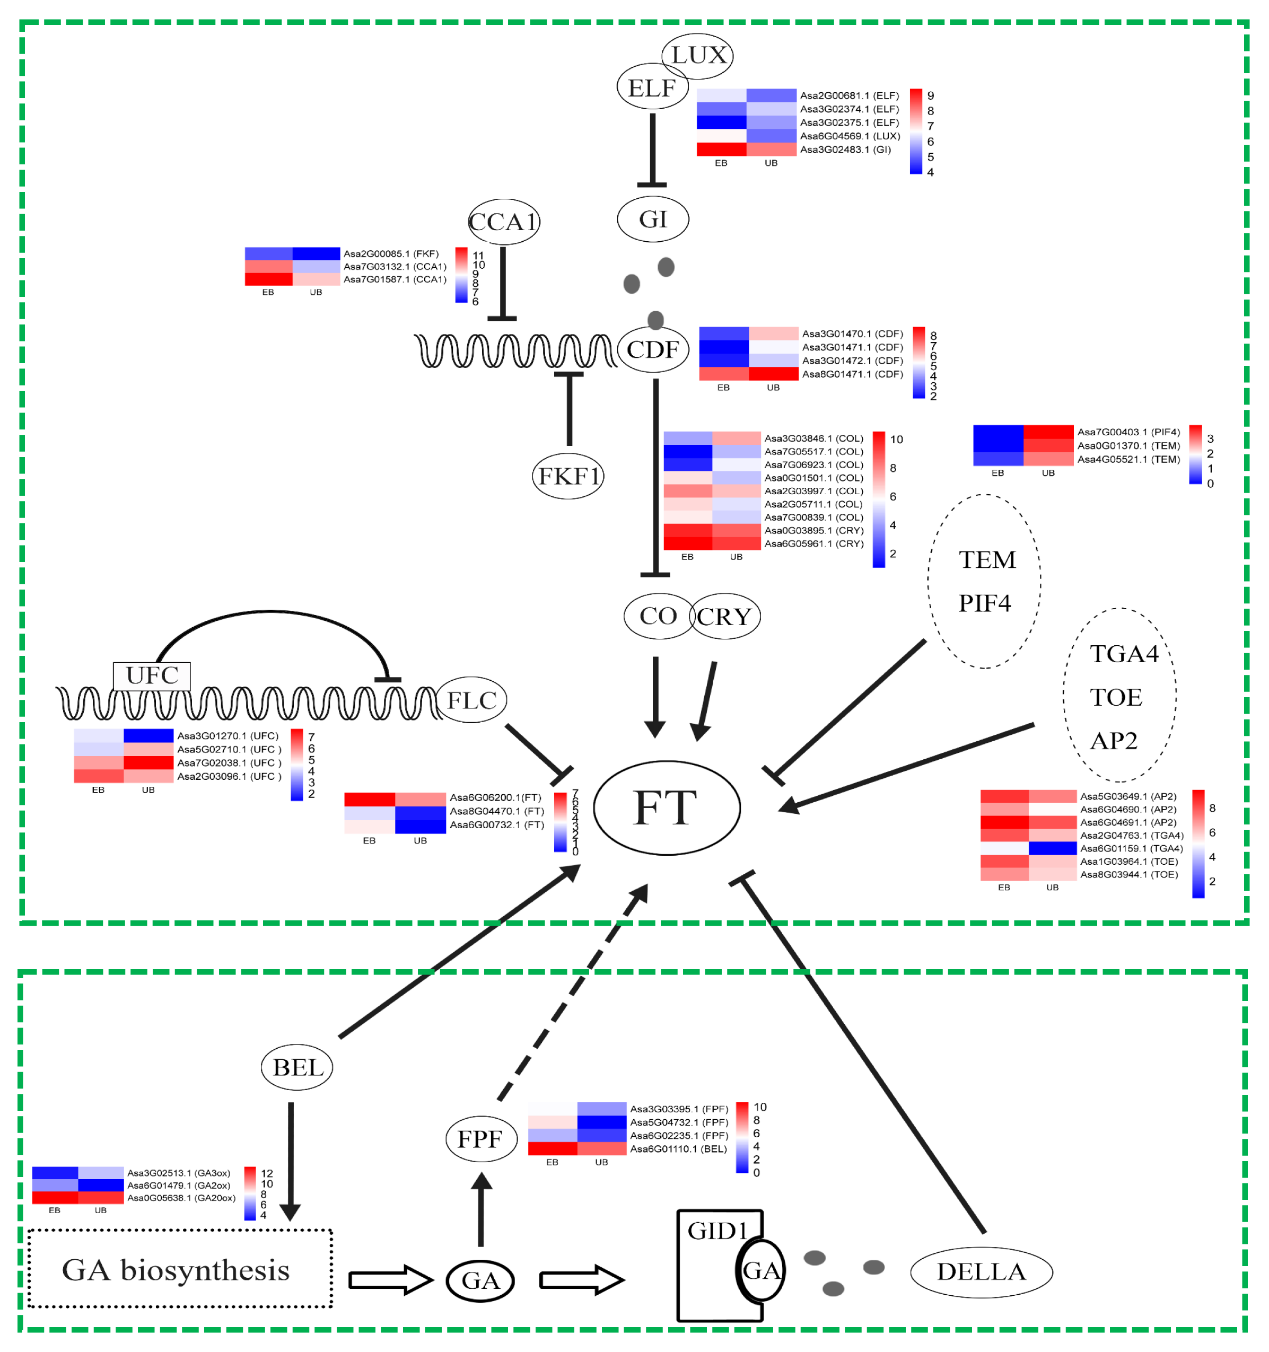

**Fig. S16** A putative model for clove enlarging growth is proposed according to the orthologous analysis, in which 38 and 7 differentially expressed genes are the homologous genes involved in the photoperiod and gibberellin signal pathway. Heatmap shows the expressed difference of candidates between the bulbs whose cloves are under enlarging-growth (EB) and un-enlargement (UB).

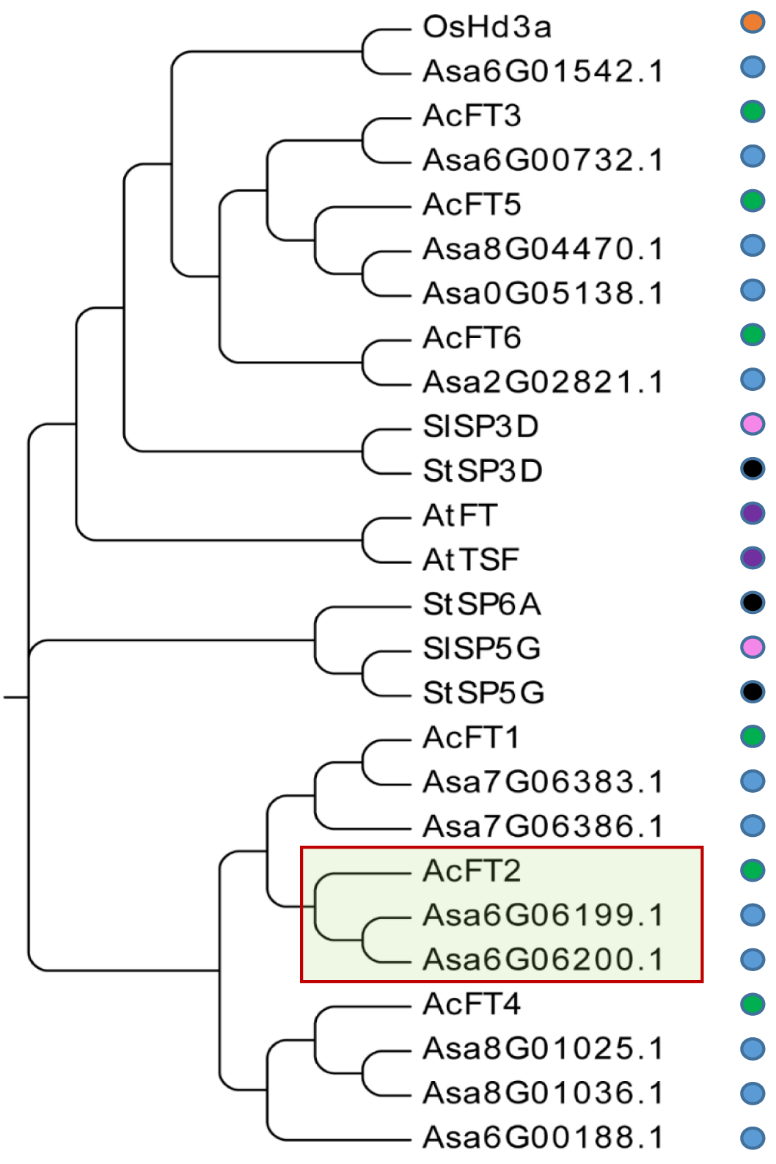

**Fig. S17** Phylogenetic tree of FT and FT-like proteins from six species, including garlic (blue), onion (green), Arabidopsis (purple), rice (orange), potato (black), and tomato (pink).

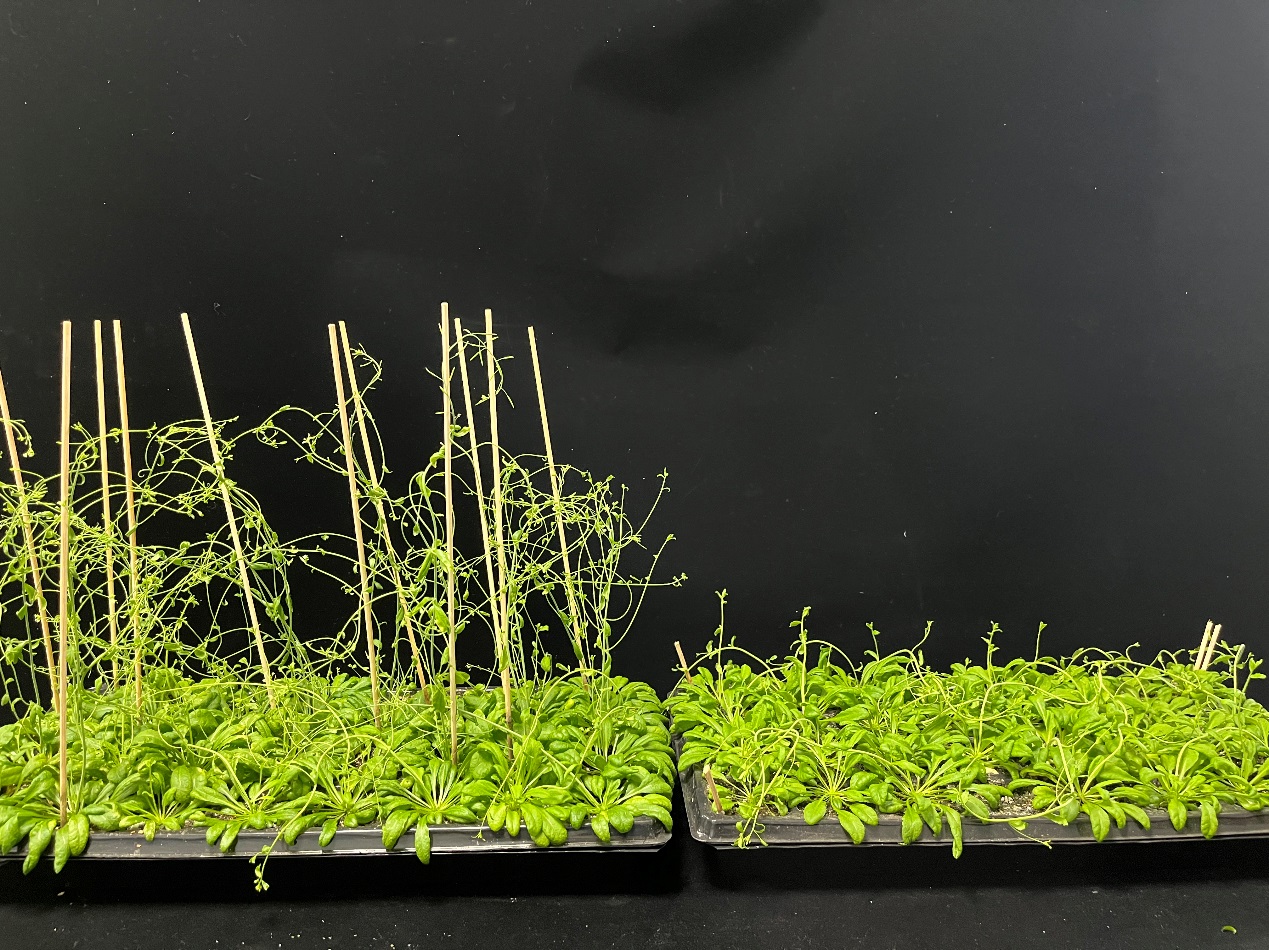

**Fig. S18** Comparison of the flowering time between wild (right) and *Asa06G06199.1*-overexpressed Arabidopsis (left).

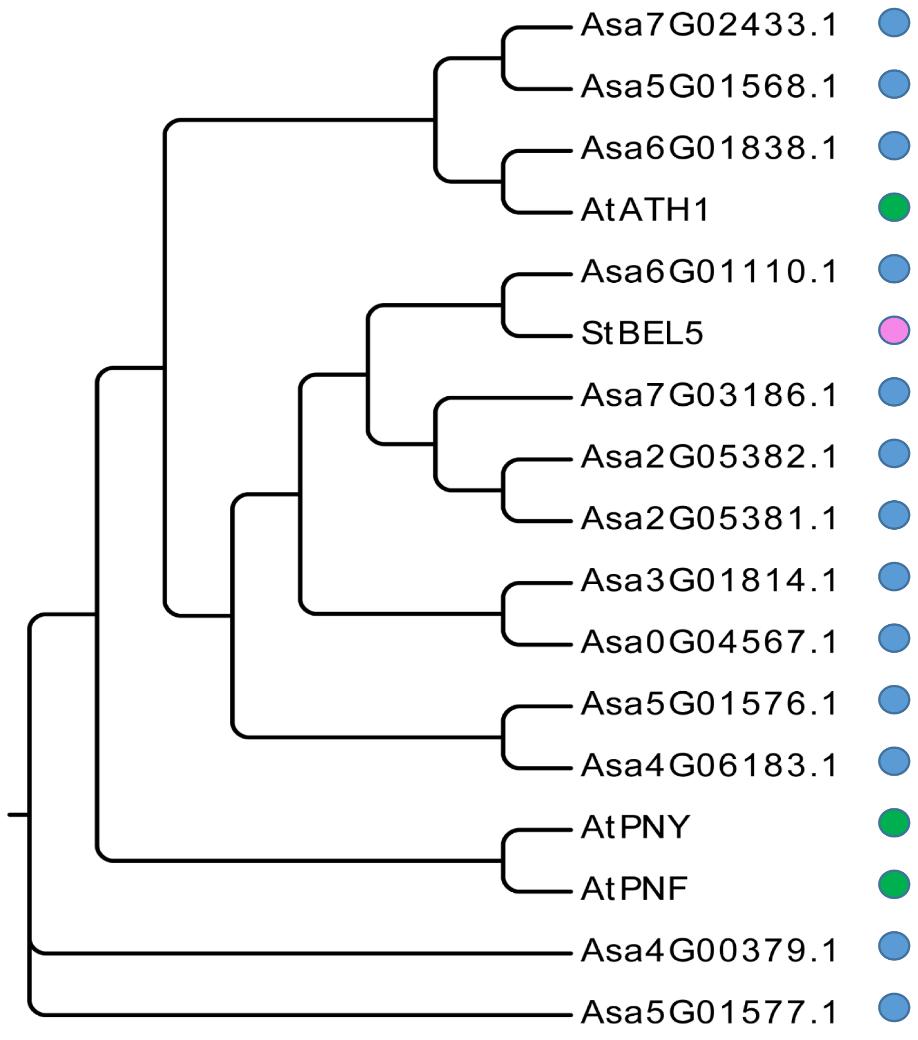

**Fig. S19** Phylogenetic relation of garlic BEL1-like Homeodomain (BELL) members and Arabidopsis and tomato homologs, AtATH1, AtPNY, AtPNF, and StBEL5. The proteins of garlic, Arabidopsis and tomato are indicated by blue, green, and pink circle.

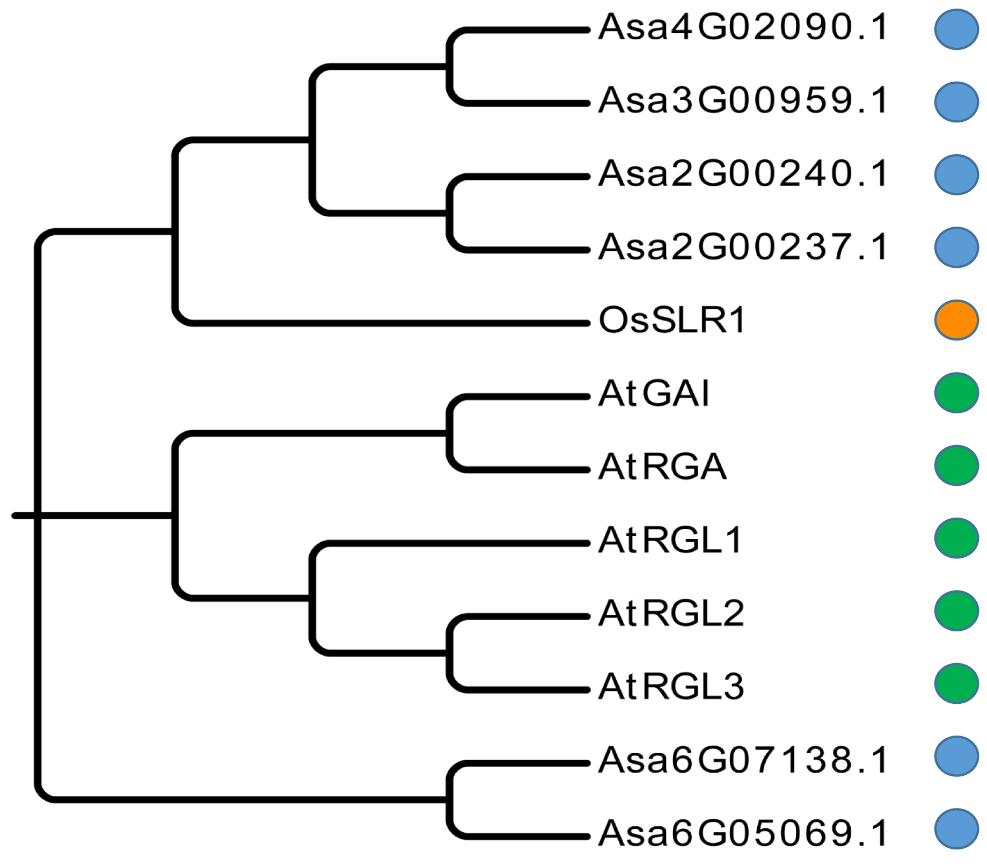

**Fig. S20** Phylogenetic tree of DELLA proteins from three species, including garlic (blue), Arabidopsis (green), and rice (orange).

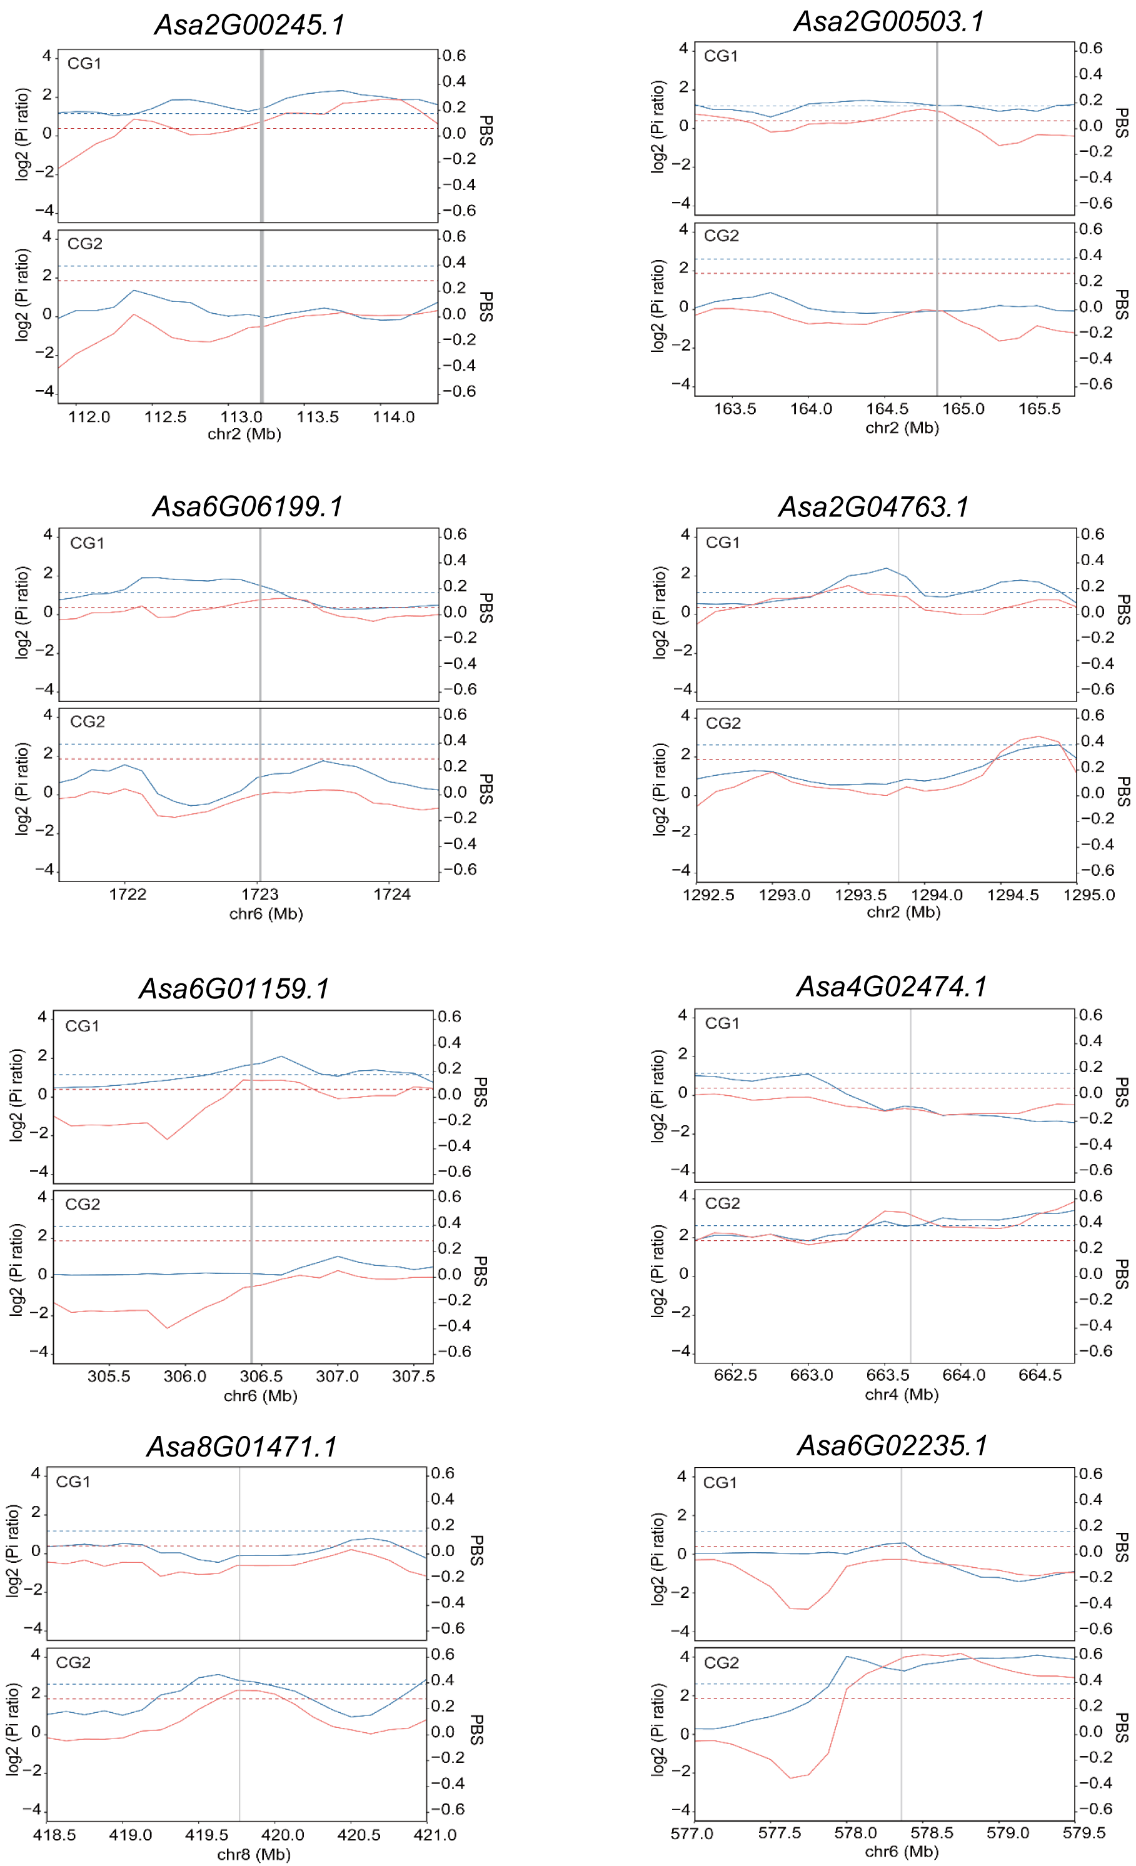

**Fig. S21** Distribution of the ratio of nucleotide diversity (π_CG_/π_OG_) and *F*_ST_ values in the region near to the bulb traits-related candidates, which underwent selection in either CG1 or CG2.

How the deposited data were processed for this re-analysis (not part of the article)

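The data were 18 RNA-sequencing libraries of garlic bulbs from 3 varieties, Chalingzipisuan, Ershuizao and Yuanjiangyangsuan, with 3 individuals before enlargement and 3 under enlarging growth in each. The deposited labels call the tissue leaf and the stage that of bulbs, and the paper describes bulbs, which was followed. The authors removed adapters and low-quality reads, aligned the clean reads with the garlic reference genome using hisat2 at default parameters, and deposited an FPKM value per gene and library, without pooling replicates. The program that counted fragments on genes is not named in the paper's text. No genome or annotation was at hand, so that positions of genes are not given and gene names and families are those that the paper prints. The 81 accessions that the paper also sequenced as RNA are not among the 18 libraries used here.

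The FPKM values of a gene were tested for being whole multiples of 1 step after each library was brought to a common total. All 39933 genes above 0 in at least 2 libraries were resolved, with a largest distance of 0.000161 from a whole number and a tolerance of 0.003. For 78 genes the common factor was set so that the length became whole. On simulated data with known fragments, 2950 of 3000 genes were resolved and 100% of these had the true fragments. The recovered library totals put 81.6% to 90.5% of the fragments on genes, and the 10 most abundant genes held 4.97% to 9.24% of the fragments on genes. The fragments give the depth and served 1 alternative test, and limits derived from a count of 0 (3 fragments per library) cover counting error only, since no molecular identifiers are described.

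Within each variety the stages were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.5), for genes with an FPKM value of at least 0.5 in at least 3 of 6 libraries, with variances moderated across genes (trend and robust estimation). Genes were called at unadjusted two-sided P under 0.05 and a difference above 2-fold, and the number with P adjusted by Benjamini-Hochberg was recorded beside it. The difference of the stage effect between varieties was tested with an F test of the interaction (2 degrees of freedom) over all 18 libraries, on 33681 genes, at adjusted P under 0.05. FPKM values of single genes were also compared with exact two-sided permutation tests of 3 against 3 libraries, which cannot give a P below 0.1. Fragments were simulated with 200 genes changed 4-fold in each variety. Each gene was given the median spread of genes of similar abundance, drawn independently for each library. On these fragments the test called 94.7%, 95.9% and 96.9% of the changed genes tested in Chalingzipisuan, Ershuizao and Yuanjiangyangsuan. Of the unchanged genes it called 0.976%, 0.865% and 0.761%. At adjusted P it called 145 of 189, 149 of 196 and 159 of 194 changed genes. Of 200 genes changed 4-fold in 1 variety, 188 were tested for the interaction and 158 of these were called (84.0%), with 5 unchanged genes. That simulation used a single spread for all genes. Genes above the median spread and a deviating library such as enlarging replicate 3 of Chalingzipisuan were not simulated. These rates may therefore not hold for the real libraries.

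The genes named were fixed by a rule written before the data were examined: each gene that the text names for the comparison of both stages, the 45 genes printed in Fig. S16, the other candidate genes of the text, and the 2 genes with the largest mean rise and the 2 with the largest mean fall among those called the same way in all 3 varieties without overlap between the stages. The directions in Fig. S16 were read by eye from its heatmap. The alternatives, also set at that point, were a pseudocount of 0.1 or 1, no filter or an FPKM minimum of 1, median-ratio scaling, quantile normalization, replicate number as a block, adjusted P, P alone, the ratio of stage means as the fold change, all 18 libraries in a single fit, no moderation or moderation without trend and robust estimation, only genes with a shared direction, and each library left out in turn. A test with limma voom on the recovered fragments was added after seeing the data. Median-ratio scaling and quantile normalization moved the median log2 fold change of all genes tested by less than 0.1 in each variety. The correlation between the deviations of libraries with the same replicate number at both stages lay between -0.277 and 0.182, so that the numbers were not taken to pair the libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the recovery of fragments, tables and plots. The sets of selected genes could not be compared with the calls, since the tables that list them in full were not at hand.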

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

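The test of chance by permuted labels was set before the results were seen, and the tests of scaling, of exchanged stages, of the time of day and of a single library were chosen after the results were seen. Groups of 3 libraries are too small to test a single library as an outlier.

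The stage effect differed between the varieties at 403 of 33681 genes (1.20%, limma F test, adjusted P), and at 5029 genes at unadjusted P. Of 100 assignments of the variety labels within each stage, on values centred by variety and with the real one included, 2 gave as many genes. The other of these gave 1233 genes, against 402 with the real labels and a median of 0 over the other assignments. A share of 2 in 100 is under 0.05, which argues against chance for this fit. With so few assignments, and another of them far above the real labels, chance is not excluded. Under the settings set beforehand the number lay between 45 (replicate as a block) and 495 (pseudocount of 1). With limma voom it was 152. The assignments do not cover these settings. The number of 403 also depended on single libraries. It was 1298 without enlarging replicate 3 of Chalingzipisuan, and 230 and 229 without replicates 2 and 3 before enlargement of that variety, and fell to 58.8% of 403 without its enlarging replicate 2. It was 242, 211 and 240 without replicates 1 and 3 before enlargement and enlarging replicate 1 of Ershuizao, and 203, 168, 147 and 194 without replicates 2 and 3 before enlargement and enlarging replicates 2 and 3 of Yuanjiangyangsuan. Of the 403 genes, 401 also passed without enlarging replicate 3 of Chalingzipisuan, so that this library as their source is argued against. A difference between the varieties in how far enlargement had gone at collection stays open and was not tested.

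Of the 38 photoperiod-related genes of Fig. S16, 11 had a stage effect that differed between the varieties in that test, and 16 with P adjusted over the list alone, which the authors chose on the same libraries. The adjusted P was 0.000573 for *Asa7G01587.1* (*CCA1*) and *Asa3G01470.1* (*CDF*), 0.0014 for *Asa7G03132.1* (*CCA1*), 0.0019 for *Asa3G01471.1* and 0.003 for *Asa3G01472.1* (*CDF*), 0.00313 for *Asa6G04569.1* (*LUX*), 0.00371 for *Asa8G01471.1* (*CDF*), 0.00455 for *Asa3G02483.1* (*GI*), 0.00504 for *Asa3G02375.1* (*ELF*), 0.00968 for *Asa2G00085.1* (*FKF*) and 0.0325 for *Asa3G02374.1* (*ELF*). With *Asa2G00681.1*, these are the 12 genes of the *CCA1*, *LUX*, *ELF*, *GI*, *FKF* and *CDF* families in that list, taken together as clock families after their values were seen. The log2 fold changes of *Asa3G01470.1* were -2.72 in Chalingzipisuan and 2.48 in Ershuizao, a difference of 5.20 that depended on the pseudocount (7.43 with 0.1 and 4.04 with 1). Over all genes, the stage effect differed at adjusted P at 392 genes between Yuanjiangyangsuan and Chalingzipisuan and at 435 between Yuanjiangyangsuan and Ershuizao. In the comparison of Ershuizao and Chalingzipisuan alone, 16 of all genes differed at adjusted P (1903 at unadjusted P), and 9 of them were among these 12. This share depended on single libraries, since 187 genes differed without enlarging replicate 3 of Chalingzipisuan, 10 of them among the 12. The number was 10 and 9 without enlarging replicates 1 and 2 of Chalingzipisuan, 9 without replicate 3 of Ershuizao before enlargement, and 9, 10 and 9 without replicates 1 and 2 before enlargement and enlarging replicate 2 of Yuanjiangyangsuan. With limma voom it was 11, and with replicate as a block it was 0 (1680 at unadjusted P). All 12 had opposite signs in these varieties as deposited, and also under the alternatives and with each library left out. With replicate as a block, 5 of the 12 genes passed the interaction test and 0 the comparison of Ershuizao and Chalingzipisuan with limma at adjusted P (12 at unadjusted P), and under the other alternatives and without each library 10 or 11 and 8 to 10 did.

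For these clock-family genes, the authors' scaling as the source is argued against, since all 12 kept opposite signs after quantile normalization, and so are labels of both stages exchanged in a variety, since at least 96.4% of the genes called in both other varieties kept their direction in each variety. Collection at different times of day may explain the pattern. Under it the *CCA1* and *CDF* genes would move against the *GI*, *FKF*, *ELF* and *LUX* genes within a variety and both sets would reverse between varieties collected at different times. Between Chalingzipisuan and Ershuizao 11 of the 12 genes did so, with *Asa7G03132.1* as the exception. Yuanjiangyangsuan did not reverse against Chalingzipisuan, since 4 of its 6 *CCA1* and *CDF* genes were lower and 5 of the 6 others higher under enlarging growth. Among these, *Asa3G01470.1* (mean FPKM values of 0.195 and 0.207) and *Asa3G01471.1* (0.156 and 0.124, counted as lower) had too few transcripts for a test in Yuanjiangyangsuan. Their signs there carry no weight, nor does that of *Asa3G02374.1*, whose log2 fold change was -0.004. A search of the paper's text found no time of day for the collection, and a difference between the varieties in the response of these genes to day length would give the same signs, so that both cannot be told apart with these libraries.

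The stage effect of *Asa2G00681.1* differed between Ershuizao and Chalingzipisuan by -1.99 on the log2 scale, with a limma p adjusted over the comparisons of varieties in this gene of 0.0382, and of 0.738 when adjusted over all genes tested. The adjusted P of its interaction was 0.27 among all genes. It was lower under enlarging growth in Ershuizao on average and higher in Chalingzipisuan, with libraries of both stages overlapping in both. The gene is 1 of the 12 above, so the time of day (11 of 12 genes) stays open for it too, as does a biological difference between the varieties, which was not tested further.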

How the results depend on the processing

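The test with limma voom was chosen after the results were seen, and the other alternatives were set beforehand. Where a result moved, the cause was not tested, except that fewer libraries or a stricter or looser threshold act by their own construction.

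The number of genes changed in at least 2 of 3 varieties, 3623, was 1072 with adjusted P and 6829 with P alone, lay within 1.5 times under the other alternatives, with limma voom included, and between 3135 and 4850 with each library left out. For genes changed in Chalingzipisuan (3403), adjusted P gave 69, P alone 5350 and no moderation 1962, and each library left out gave 2142 to 6597, the highest without enlarging replicate 3, 2185 without replicate 1 before enlargement, and 2159 and 2142 without enlarging replicates 1 and 2. For genes changed in Ershuizao (3840), adjusted P gave 1398 and P alone 7908, with 2853 to 4952 when each library was left out. For genes changed in Yuanjiangyangsuan (7590), P alone gave 13161, and each library left out gave 6456 to 8385. With replicate as a block, the numbers were 3369, 3927, 7539 and, in at least 2 varieties, 3620.

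The number of genes whose stage effect differs between varieties, 403, was 224 with a pseudocount of 0.1, 45 with replicate as a block and 152 with limma voom, and 147 to 1298 with each library left out, the highest without enlarging replicate 3 of Chalingzipisuan. The number of photoperiod genes of Fig. S16 called in at least 2 of 3 varieties, 28, was 8 with adjusted P, 24 to 32 under the other alternatives and 26 to 29 with each library left out. The number of gibberellin genes, 6, lay between 4 and 6 throughout.

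The stage effect of *Asa2G00681.1* kept its direction in each variety. In Chalingzipisuan its log2 fold change of 1.37 passed the thresholds in the fit of all 18 libraries, where the fold change is the same by construction and only the spread differs, and lay between 0.72 and 1.78 with each library left out. Its ranges with each library left out were -1.02 to -0.22 in Ershuizao and 0.93 to 1.38 in Yuanjiangyangsuan.

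For the other named genes, 1292 values under other alternatives kept their direction and their side of the thresholds, 13 came to pass them, 24 no longer passed them and 4 reversed. With a library left out, these numbers were 748, 19, 49 and 12. The reversals were of genes that were not called. *Asa3G02374.1* in Yuanjiangyangsuan turned to a log2 fold change of 0.075 with median-ratio scaling, 0.038 with quantile normalization and 0.076 with limma voom, and ranged from -0.23 to 0.16 with each library left out. *Asa6G01479.1* in Chalingzipisuan turned to -0.21 with limma voom and ranged from -0.55 to 1.21. With each library left out, the ranges in Chalingzipisuan were -0.27 to 1.47 for *Asa0G01501.1*, -0.13 to 1.56 for *Asa2G05711.1*, -0.92 to 0.38 for *Asa6G04690.1*, -0.0095 to 0.57 for *Asa6G04691.1*, -0.22 to 0.21 for *Asa2G00237.1* and -0.20 to 0.067 for *Asa2G00503.1*, and that of *Asa4G00255.1* in Ershuizao was -0.58 to 0.061.

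The depth limits genes near 0. An FPKM value of *Asa4G02474.1* of up to 0.208 in the enlarging libraries of Chalingzipisuan and 0.219 in those of Ershuizao would give no more than 3 fragments, and of the 57561 genes, 15581 had no fragment in any library and 2047 had fragments in only 1.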

Differences from the paper's values

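The number of differentially expressed genes in Chalingzipisuan was 3403 here, and the paper's is about 5200 in Fig. S15d, read by eye as the sum of the parts of its diagram. Of the alternatives set before the data were examined, those within 1.5 times of the paper's number were a pseudocount of 0.1 (3623), no filter (3711), all 18 libraries in a single fit (4754), P alone (5350) and the fit without enlarging replicate 3 of that variety (6597). Those outside were a pseudocount of 1 (2949), an FPKM minimum of 1 (3090), the fold change from the ratio of stage means (3338), median-ratio scaling (3342), quantile normalization (3361), replicate as a block (3369), moderation without trend and robust estimation (3409), no moderation (1962), adjusted P (69), and the fits without enlarging replicate 1 (2159) or 2 (2142) or without replicate 1 (2185), 2 (2985) or 3 (2792) before enlargement. Limma voom, chosen after the data were seen, gave 3475. All of these settings used limma, and the paper's DEseq test was not run, so that its part in the difference was not tested.

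For the genes changed in at least 2 varieties, the paper's number of 4658 and the 3623 found here are within 1.5 times of each other, and the settings that reached the paper's number were P alone (6829) and the fit without enlarging replicate 3 of Chalingzipisuan (4850).

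The paper presents all 38 photoperiod-related and all 7 gibberellin-related genes of Fig. S16 as differentially expressed. Here 28 and 6 were called in at least 2 varieties. On average over the varieties in which a gene was tested, 33 of 38 and 7 of 7 had the sign of the heatmap. *Asa4G05521.1*, tested in no variety, is not among the 33. Of the genes called in fewer than 2 varieties, these settings called some in at least 2. P alone called *Asa2G00085.1*, *Asa2G03096.1*, *Asa2G03997.1* and *Asa3G02374.1*, all 18 libraries in a single fit called *Asa2G00681.1* and *Asa3G01270.1*, the ratio of stage means called *Asa2G03096.1*, median-ratio scaling called *Asa2G03997.1*, a pseudocount of 0.1 called *Asa3G02374.1*, and limma voom, chosen after the values were seen, called *Asa2G00085.1* and *Asa3G02374.1*. With a library left out, *Asa2G00681.1* was called without replicate 2 before enlargement or enlarging replicate 3 of Chalingzipisuan or enlarging replicate 1 of Ershuizao, *Asa2G03096.1* without replicate 3 before enlargement or enlarging replicate 1 or 2 of Ershuizao, and *Asa3G02374.1* without replicate 3 before enlargement or enlarging replicate 3 of Ershuizao. The calls of *Asa3G02374.1* were upward in Chalingzipisuan and downward in Ershuizao, those of *Asa2G00085.1* downward in Ershuizao and upward in Yuanjiangyangsuan, and so were those of *Asa2G00681.1* without enlarging replicate 1 of Ershuizao, so that in each of these cases both varieties had opposite directions. No setting called *Asa0G01501.1*, *Asa2G05711.1*, *Asa4G05521.1*, *Asa6G00732.1* or *Asa6G01479.1* in at least 2 varieties.

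Fig. S7a marks the rise of *Asa2G00681.1* in Chalingzipisuan as significant, where it was not called here (limma, unadjusted p = 0.0692, exact permutation p = 0.2), and the settings that called it were all 18 libraries in a single fit (p = 0.0186), and the fits without replicate 2 before enlargement (p = 0.0404) and without enlarging replicate 3 (p = 0.0258). The paper's text states that the gene is upregulated in enlarging bulbs, and its mean was lower under enlarging growth in Ershuizao here, by a log2 fold change of -0.62, as in the columns of Fig. S7a. The legend of Fig. S7 gives the y axis as FPKM. Read by eye, the columns of Fig. S7a instead match FPKM values multiplied by 4.16. This is the number of fragments expected per unit of FPKM in a library of average total on the recovered length of 297 bases. On this scale the means before enlargement and under enlarging growth were 34.1 and 83.0 in Chalingzipisuan. They were 49.3 and 33.8 in Ershuizao and 26.8 and 62.2 in Yuanjiangyangsuan.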

Other observations

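The splits of libraries for the numbers of changed genes were planned, and the tests of enlarging replicate 3 of Chalingzipisuan and of the genes shared by single libraries were chosen after the results were seen.

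In each variety, 1 of the 10 splits of its libraries into 3 and 3, the real one, gave as many called genes as the stages did, and the highest numbers in the other splits were 2912 in Chalingzipisuan, 1119 in Ershuizao and 733 in Yuanjiangyangsuan. Since 10 splits cannot give a share under 0.05, the splits by themselves cannot exclude chance in a single variety. In Chalingzipisuan the split with 2912 genes exchanged replicate 2 before enlargement with enlarging replicate 3. Over 100 joint splits of the libraries within each variety, 1, the real one, gave as many as 3623 genes in at least 2 varieties, with a median of 29 and a highest number of 2648 in the others, so that chance is excluded there.

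Enlarging replicate 3 of Chalingzipisuan lay nearer the libraries before enlargement than the other enlarging libraries of its variety. On 2579 genes called the same way in both other varieties, a stage score (the difference, divided by 2, between the mean log2 values of the genes upregulated and downregulated in enlarging bulbs) was -0.04 in that library, -1.37 to -0.55 in the libraries before enlargement and 1.39 and 1.52 in the other enlarging libraries. A library before enlargement under a wrong label is argued against, since at 25.3% of these genes it lay beyond a pair of libraries before enlargement, by more than 1 on the log2 scale towards the enlarging stage, which left-out libraries before enlargement did at 7.06% at most. A library of another variety is argued against too, as it lay nearer Chalingzipisuan at 100% of 21 genes that set this variety apart, and so is a lower depth, since 9 of the other 17 libraries had fewer recovered fragments. Its score lay 36.8% of the way between the stages, as it would for an individual at an earlier point of the same change, which may be the source of the pattern. A mixture of RNA from both stages would give 1 share of enlarging RNA whichever genes it is read from. Against each pair of a library before enlargement and another enlarging library, the median share was 0.0515 to 0.167 over 358 genes upregulated more than 4-fold in the other varieties and 0.475 to 0.77 over 820 genes downregulated as strongly, a difference of 0.38 to 0.607. In libraries mixed on purpose from the others of this variety the difference reached 0.418 at a mixed share of 0.1 and 0.362 at 0.2. These values speak against a mixture, but since the lowest of them lies within the spread of mixed libraries, it cannot be told apart with certainty.

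Enlarging replicate 2 of Ershuizao and enlarging replicate 1 of Yuanjiangyangsuan also had the lowest scores among the enlarging libraries of their varieties, at 67.3% and 67.2% of the way. These libraries and enlarging replicate 3 of Chalingzipisuan shared 66 genes at which each exceeded the other 5 libraries of its variety over 2-fold, among them *Asa0G04006.1*, with FPKM values of 3315, 5609 and 642 in these libraries and at most 49.8 in any other. Of the 27 ways to take 1 enlarging library from each variety, 1, this one, shared as many, and the highest and median numbers of the others were 37 and 0. A mixture of RNA from both stages is argued against for these 66 genes, since it would not exceed the libraries of both. A short-lived expression phase early in enlargement may explain these genes. Shared handling of these 3 libraries cannot be told apart from it, as the labels give no batch, and the 66 genes would result from either.

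At 2642 and 2813 genes, the 6 libraries of Yuanjiangyangsuan were separated from all 6 of Chalingzipisuan and of Ershuizao by more than 2-fold, and at 82 genes those of Chalingzipisuan were separated from those of Ershuizao. *Asa2G02184.1* and *Asa4G00255.1*, which the paper relates to clove number in other accessions, were not called in any of the 3 varieties, with log2 fold changes of -0.47, -0.32 and -0.51 for *Asa2G02184.1* and -0.58, -0.26 and 0.41 for *Asa4G00255.1* in Chalingzipisuan, Ershuizao and Yuanjiangyangsuan. The change of *Asa4G00255.1* in Ershuizao turned to 0.06 without enlarging replicate 2.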
